# Disruption of Ah Receptor Signaling during Mouse Development Leads to Abnormal Cardiac Structure and Function in the Adult

**DOI:** 10.1371/journal.pone.0142440

**Published:** 2015-11-10

**Authors:** Vinicius S. Carreira, Yunxia Fan, Hisaka Kurita, Qin Wang, Chia-I Ko, Mindi Naticchioni, Min Jiang, Sheryl Koch, Xiang Zhang, Jacek Biesiada, Mario Medvedovic, Ying Xia, Jack Rubinstein, Alvaro Puga

## Abstract

The Developmental Origins of Health and Disease (DOHaD) Theory proposes that the environment encountered during fetal life and infancy permanently shapes tissue physiology and homeostasis such that damage resulting from maternal stress, poor nutrition or exposure to environmental agents may be at the heart of adult onset disease. Interference with endogenous developmental functions of the aryl hydrocarbon receptor (AHR), either by gene ablation or by exposure *in utero* to 2,3,7,8-tetrachlorodibenzo-*p*-dioxin (TCDD), a potent AHR ligand, causes structural, molecular and functional cardiac abnormalities and altered heart physiology in mouse embryos. To test if embryonic effects progress into an adult phenotype, we investigated whether *Ahr* ablation or TCDD exposure *in utero* resulted in cardiac abnormalities in adult mice long after removal of the agent. Ten-months old adult *Ahr* ^*-/-*^ and *in utero* TCDD-exposed *Ahr* ^*+/+*^ mice showed sexually dimorphic abnormal cardiovascular phenotypes characterized by echocardiographic findings of hypertrophy, ventricular dilation and increased heart weight, resting heart rate and systolic and mean blood pressure, and decreased exercise tolerance. Underlying these effects, genes in signaling networks related to cardiac hypertrophy and mitochondrial function were differentially expressed. Cardiac dysfunction in mouse embryos resulting from AHR signaling disruption seems to progress into abnormal cardiac structure and function that predispose adults to cardiac disease, but while embryonic dysfunction is equally robust in males and females, the adult abnormalities are more prevalent in females, with the highest severity in *Ahr* ^*-/-*^ females. The findings reported here underscore the conclusion that AHR signaling in the developing heart is one potential target of environmental factors associated with cardiovascular disease.

## Introduction

Congenital heart disease (CHD) is the most common type of birth defect worldwide, encompassing 25–30% of all cases of malformation [1], and a major cause of adult cardiovascular morbidity and insufficiency [2–4]. The precise etiological factors underlying CHD incidence remain largely unknown [5,6]. Mutations in specific genes, such as the homeobox transcription factors that govern the early events of cardiogenesis and heart development, have been associated with CHD and adult cardiovascular disease in humans and mice [7–12]. In contrast, non-Mendelian CHD is multifactorial and most likely the product of genetic and environmental interplay [5]. A recent review of 3,772 CHD cases reported that only 11% of the patients had a genetic diagnosis [6], underscoring that the etiology of the greater portion of CHD cases is undetermined and possibly owing to gene-environment interactions. It is increasingly recognized that gene-environment interactions exert their highest impact during development [13–16], a concept is in agreement with the Developmental Origins of Health and Disease (DOHaD) Theory, which proposes that the environment encountered during conception, fetal life, infancy, and early adulthood permanently changes the organism structure, function and metabolism ultimately shaping the long-term control of tissue physiology and homeostasis [17,18]. Consequently, investigating how environmental insults during fetal life result in congenital and adult onset cardiac disease is crucial to understanding the etiology of the vast majority of CHD cases.

The aryl hydrocarbon (Ah) receptor (AHR) is a ligand-activated transcription factor and a member of the basic-region-helix-loop-helix PER/ARNT/SIM (bHLH-PAS) superfamily [15]. The various members of this family function as environmental sensors [19] and differentially regulate signaling pathways related to development and homeostasis [20]. Xenobiotic environmental ligands of the AHR have been shown to adversely affect the cardiovascular system in experimental models *in vitro* [21,22] and *in vivo* [14,15,23–27]. Specifically, the AHR has been linked to cardiovascular health and disease through an endogenous signaling pathway participating in a complex regulatory target network for cardiogenesis and cardiovascular homeostasis [22,27], with enduring functions in postnatal cardiac physiology, such as cardiac sufficiency, blood pressure regulation [28–30], and cardiovascular pathology [31].

TCDD (2,3,7,8-tetrachlorodibenzo-*p*-dioxin; dioxin) is the prototypical and most potent AHR exogenous ligand [32] that off-competes putative endogenous ligands, diverting the receptor from its physiological functions [33], as recently shown with experiments in which *in utero* exposure to TCDD resulted in decreased nuclear localization of the AHR [27]. In parallel, proteasome-dependent degradation of ligand-activated Ah receptor results in “post-exposure AHR down-regulation”, which, at least temporarily, recapitulates an AHR-null condition [34,35]. As a consequence, the combinatorial product of AHR down-regulation and misappropriation, via constitutive or exogenous ligand-induced AHR disruption, dysregulates several biological processes, such as immune response, growth factor signaling, cell cycle proliferation, differentiation, arrest, and apoptosis [14,36–38], as well as cardiogenesis and cardiovascular homeostasis [14,27]. Specifically, the effect of *in utero* AHR disruption during early life embryonic days (E) E13.5, E15.5, and E18.5 delineated covert cardiac morphological functional effects, accompanied by many dysregulated signaling pathways involved in cardiogenesis, cardiac function, and mitochondrial function [27], building on previous *in vitro* evidence that activation, inhibition, or knockdown of *Ahr* during mouse embryonic stem cell differentiation all significantly inhibit the formation of contractile cardiomyocyte nodes [22].

Taken together, these data suggest that *in vitro* and *in vivo* AHR disruption-related effects have the potential to impair postnatal cardiovascular maturation and function, in analogy to the adult cardiac insufficiency resulting from congenital heart disease in humans. Therefore, to address the hypothesis that an altered adult cardiovascular structure and function can be experimentally linked to gestational disruption of the AHR signaling pathway *in vivo*, we studied the molecular, structural, ultrastructural, functional and pathological cardiac phenotypes of adult naïve *Ahr* knockout mice (*Ahr* ^*-/-*^) and wild-type (*Ahr* ^*+/+*^) adult mice exposed *in utero* to TCDD or vehicle. This experimental paradigm of comparing TCDD-exposed and naïve *Ahr* ^+/+^ to *Ahr* ^-/-^ mice was specifically selected as a follow-up of our previous work [27] to determine if developmental environmental disruption or genetic ablation of the *Ahr* gene, respectively, cause cardiac changes associated with physiological deficits in adult life. We find that abnormalities induced by AHR disruption *in utero* persist long after removal of the inducing agent and have a significant effect on predisposing the adult to cardiac disease. In analogy to human CHD, the congenital heart defects induced by AHR disruption in the mouse embryo may be a cause of cardiac insufficiency in the adult.

## Materials and Methods

### Animals and Treatments

All experiments were conducted using the highest standards of humane care in accordance with the NIH Guide for the Care and Use of Laboratory Animals and were approved by the University of Cincinnati Institutional Animal Care and Use Committee. Age-matched *Ahr* ^+/+^ and *Ahr* ^-/-^ C57BL/6J female mice were mated overnight with *Ahr* ^+/+^ and *Ahr* ^-/-^ C57BL/6J male mice, respectively. Maternal gestational exposure to the prototypical AHR ligand TCDD was performed via oral gavage at key developmental time points as previously described [22,27] and is illustrated in detail in Fig A in S1 File. Dams were treated by oral gavage on embryo days E7.5, E9.5 and E11.5 with either corn oil (vehicle) or with TCDD at doses of 0.1 or 1 μg/kg (hereafter referred to as low-dose and high-dose, respectively), which based on previous determinations are estimated to correspond to 0.034 ng and 0.34 ng, respectively, per embryo [39]. TCDD doses were specifically selected to include environmentally-relevant ranges and are within range of the reported body burdens of populations with known exposure for dioxin and dioxin-like compounds, in the range of 0.1–7 μg TEQ/kg [40]. Mice were weaned on postnatal day (PND)21 and males and females were kept separately in standard housing conditions until the scheduled necropsy at PND 300 = 10 months of age).

### Heart samples

At about 10 months of age, following euthanasia, hearts were immediately harvested, rinsed in PBS, gently blotted to remove excess fluids, and weighed using a high definition scale. When appropriate, organ weights were normalized to body weight. Hearts were longitudinally bisected with one half used for morphological studies (i.e. histological processing) and the other half processed for molecular studies (RNA.seq and western blot analysis) as detailed below.

### Histology and Microscopy

Tissues samples were fixed for 48 hours in freshly-prepared 4% paraformaldehyde at 4°C (Sigma-Aldrich), rinsed in serial ethanol dilutions, and then routinely processed for histology. Routine hematoxylin and eosin (H&E) was performed using standard protocols. Masson’s Trichrome (MT) histochemical staining (ScyTek Laboratories, Inc.) and wheat germ agglutinin (WGA) Texas Red^®^-X Conjugate staining (Life Technologies) were performed according to the manufacturer instructions. Slides were visualized and imaged with an Axio Scope. A1 microscope equipped with an AxioCam ERc5s camera (Carl Zeiss Microscopy). MT analyses were performed on three hearts per sex and experimental condition and MT-positive quantification was performed using the color deconvolution plugin and threshold functions of the ImageJ 1.47h (National Institutes of Health) to determine the percentage of MT positive tissue (% positive index). WGA analyses were performed using the manual contour function of the Zeiss’ Zen software (Zeiss Microscopy) to determine the mean cross-sectional myofiber area, on at least 20 cross-sectioned myofibers in five non-overlapping high power fields (40x objective) of at least three hearts per sex and experimental condition.

### Transmission electron microscopy

Microdissected samples from at least three freshly-harvested adult hearts, at about 10 months of age, per sex and experimental condition were immediately fixed in phosphate-buffered 3% glutaraldehyde for 24 hours and submitted to the Pathology Research Core at Cincinnati Children’s Hospital Medical Center for sample processing and sectioning for electron microscopic examination. Samples were washed three times in 0.1 M cacodylate buffer and post-fixed in 1% osmium tetroxide buffered with cacodylate, pH 7.2, at 4°C for 1 h. After dehydration in serial alcohol and propylene oxide solutions, samples were infiltrated with and embedded in LX112. Thin sections were stained with uranyl acetate and lead citrate. Imaging was performed on a transmission electron microscope (7600; Hitachi). Five non-overlapping ultraphotomicrographs per grid were taken at 8000X, 25000X, and 70000X magnifications and further evaluated using Image J 1.47h (http://imagej.nih.gov/ij/) software.

### Mitochondria quantification

Relative quantification of mitochondria in the adult hearts at about 10 months of age (ratio of mitochondrial DNA [mtDNA] to nuclear DNA [nDNA]) was carried out by real-time PCR as previously described [41]. Gene targets were the nuclear cytochrome P450 *Cyp1a1* and the mitochondrial *Nd5* (nicotinamide adenine dinucleotide dehydrogenase-5) genes. Primers for *Cyp1a1* were: forward: 5'- AGGCTCTTCTCACGCAACTC -3’; reverse: 5'- TAAGCCTGCTCCATCCTCTG -3’. Primers for *Nd5* were: forward 5’- TGGATGATGGTACGGACGAA -3’; reverse 5’- TGCGGTTATAGAGGATTGCTTGT -3’.

### RNA.seq analysis

Freshly-harvested adult hearts, at about 10 months of age, from three mice per sex and experimental condition were microdissected into right atrium, left atrium, and ventricles. Individual samples were stored in 200 μL of RNA-Later (Ambion), immediately frozen in liquid nitrogen, and further kept at -80°C until RNA extraction. Total RNA was extracted with the RNeasy Mini Kit (QIAGEN) with Proteinase K and DNAse steps. Additional methodology details for RNA.seq studies is provided in the Materials and Methods in S1 File. Briefly, all steps of library construction, cluster generation, and HiSeq (Illumina) sequencing were performed with biological triplicate samples by the Genomics, Epigenomics and Sequencing Core (GESC) in the University of Cincinnati. Sequence reads were aligned to the genome by using standard Illumina sequence analysis pipeline, and further analyzed by the Statistical Genomics and Systems Biology core in the University of Cincinnati. Differential gene expression analyses between *Ahr* ^+/+^ and *Ahr* ^-/-^ hearts or between AHR ligand-exposed and naïve *Ahr* ^+/+^ hearts was performed separately for males and females. Statistical analyses were performed to identify differentially expressed genes for each comparison using the negative-binomial model of read counts as implemented in the Bioconductor DESeq package. Significant genes were selected based on a false-discovery rate–adjusted *q*-value < 0.0001. RNA.seq data was further analyzed using Ingenuity Pathway Analysis (IPA; Ingenuity^®^ Systems, http://www.ingenuity.com). Genome-wide RNA.seq data have been submitted to the GEO database with access URL http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE73787.

### Western Blot Analysis

Three mice per sex and experimental condition were euthanized at approximately 10 months of age and the hearts were removed, rinsed with PBS and rapidly frozen in liquid nitrogen. The preparation of total protein was performed by crushing the frozen hearts and placing the samples into lysis buffer (containing: 5% SDS, 50 mM Tris-HCl, pH 7.4, 250 mM Sucrose, 75 mM Urea, 10 mM DTT, protease inhibitor cocktail (Sigma, St. Louis, MO) and phosphatase inhibitor cocktail (Roche Indianapolis, IN). The samples were homogenized using a glass-Teflon homogenizer. Samples were then heated to 95°C for 2 minutes, centrifuged for 5 minutes at 10,000g and the supernatant was placed into a new tube and frozen at -80°C. Total protein concentrations were determined using the BCA Protein Assay Kit (Pierce). Aliquots of total protein were separated on Novex gels (Life Technologies), transferred to nitrocellulose membrane (Life Technologies) and blocked with 5% milk-TBS-Tween. 20 μg of protein was loaded on 12% gels for the phospholamban antibodies; PLNt (Thermo Scientific), p-PLN S16 (Millipore) and p-PLN T17 (Badrilla). Fifty micrograms of protein was loaded on 4–12% gradient gels for the ryanodine receptor antibodies; RYR2a (Thermo Scientific), p-RYR S2808 (Badrilla) and p-RYR S2814 (gift of Dr. Arnold Schwartz, University of Cincinnati) or on a 10% gel for the Sodium/Calcium exchanger (NCX, Swant) and sarco/endoplasmic reticulum Ca^2+^-ATPase (SERCA2, Thermo Scientific) immunoblots [42]. Protein bands were visualized using Western Lightning reagents (Perkin Elmer) and the FluorChemE (ProteinSimple). The densitometry of the bands was determined using AlphaEase software (ProteinSimple formally Alpha Innotech) and normalized to GAPDH for loading control.

### Echocardiography

To evaluate for functional abnormalities a full echocardiographic study was carried out as previously described [43] on three mice per sex and experimental condition starting at PND 60, and repeated at PND 90, 150, and 270. Briefly, mice were anesthetized with isoflurane (1.5–2%), and images were obtained from a parasternal long axis view between 2 and 10 mm in depth in both M-mode and B-mode. Images were taken using the Vevo 2100 Ultrasound system equipped with a MS400 probe (30-MHz centerline frequency), and post-processed by a blinded investigator at a separate workstation as previously described using the Vevostrain software (Visualsonic, Vevo 2100, v1.1.1 B1455). The B-mode, color and Doppler images were analyzed for valvular function and structural abnormalities, while the M-mode images were post-processed for cardiac functional analysis including ventricular size, ejection fraction and cardiac output. The comparisons of cardiac output among groups were carried out not considering peripheral vascular resistance.

### Blood Pressure

At 10 months of age, blood pressure determinations (systolic and mean) were performed on three mice per sex and experimental condition at PND 270 by the tail-cuff method (Visitech Systems ^®^—Apex, NC/BP-2000 ^®^ Blood Pressure Analysis) according to manufacturer instructions. Briefly, mice were acclimatized to the equipment over the course of one week where no data was collected. In the subsequent week, determinations were carried out every-other-day for three days. For every session, 20 determinations were made. The data collected for each mouse was averaged per session and again per sex and group; the reported mean systolic and mean blood pressure per sex and group is the average of all three sessions.

### Exercise Tolerance

Environmental cardiovascular challenge was performed by using an Accupacer Treadmill (Omnitech Electronics, Inc) and assessed at PND 60, 90, 150 and 270 adapted from previously-described methods [44]. Briefly, mice were acclimatized to the equipment through three sham exercise sessions over the course of two weeks where no data was collected. Each exercise session consisted of a warm up phase of five minutes at 10 m/s speed with no incline, followed by the endurance phase at 24 m/s speed and 6 degree incline for up to 60 minutes or until failure. Failure was defined as standing over the stimulus bars for more than five seconds, whereupon the mouse was removed from the treadmill. Time to failure was recorded individually and averaged per sex and experimental condition.

### Statistical Analyses

Statistical analyses were done at each time point using unpaired two-tailed t-test of *Ahr* ^*-/-*^ or TCDD-exposed *Ahr* ^*+/+*^ mice relative to naïve *Ahr* ^*+/+*^ males or females, respectively.

## Results

### Developmental AHR disruption affects adult cardiovascular function

To determine whether disruption of AHR signaling *in utero* had long-lasting consequences to heart function and performance in adult mice, we examined echocardiographic endpoints of heart function, blood pressure, and exercise endurance capacity after forced treadmill exercise. Echocardiographic assessments revealed that, relative to naïve *Ahr* ^*+/+*^, *Ahr* ^*-/-*^ males and females had significantly increased left ventricle (LV) mass at 2 and 3 months of age, while *Ahr* ^*-/-*^ females had significantly increased LV mass also at 5 and 9 months of age. Increased LV mass was measurable both in absolute weight (Fig 1A) and in weight normalized to body weight (Fig 1B), while no significant effect was observed to body weight for any of the experimental groups (Fig B in S1 File). Increased LV mass was accompanied by a pronounced increase in LV volume, suggesting the presence of LV dilation (Fig 1C). In contrast, low and high dose TCDD-exposed males had significantly decreased LV mass (both absolute and normalized to body weight) at 5 and 9 months, and decreased LV volume at 9 months. There were no correlative decreases in ejection fraction in any experimental group (Fig 1D). In addition, a significant, albeit slight, increase of the aorta outflow diameter was noted in *Ahr* ^*-/-*^ males and females starting at 5 months and progressing at 9 months (Fig C in S1 File).

**Fig 1:**
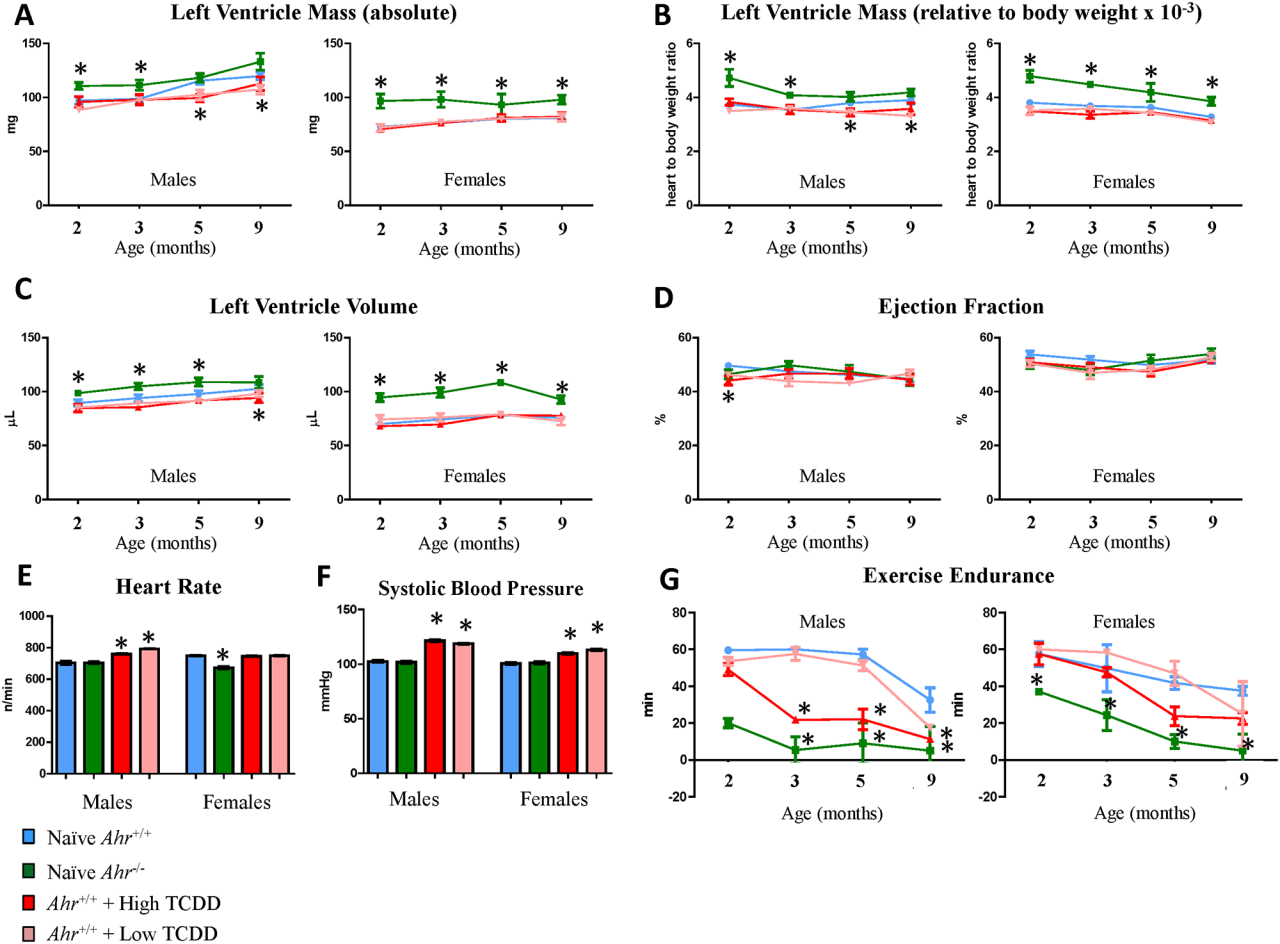
In utero disruption of AHR signaling affects the adult cardiovascular function. Naïve *Ahr* ^+/+^ and *Ahr* ^*-/-*^ and high and low dose TCDD-exposed mice were assessed for cardiovascular function on postnatal days (PND) 60, 90, 150, and 270, corresponding to 2, 3, 5, and 9 months of age, respectively. Absolute left ventricle mass (mg) (A), normalized left ventricle mass (B), left ventricle volume (μL) (C), and ejection fraction (%) (D) were derived from echocardiographic examination of heart function. Conscious heart rate (F) and systolic blood pressure (G) were determined by the tail-cuff method on PND 270. Exercise endurance (minutes) was assessed by forced treadmill exercise on 2, 3, 5, and 9 months of age. All data is expressed as mean ± SEM where *p< 0.05.

In addition, at 10 months of age, males exposed to low- or high-dose TCDD had significantly increased resting (conscious) heart rates, approximately 8% and 13% higher, respectively, than naïve *Ahr* ^*+/+*^ males, while *Ahr* ^*-/-*^ females had a significant 10% decrease in heart rate (Fig 1E). In both males and females, exposure to low- or high-dose TCDD also caused a significant elevation of blood pressure, with increases in the range of 16–18% for males and 10–16% for females, at either TCDD dose and for both systolic (Fig 1F) and mean (Fig D in S1 File) blood pressure.

Exercise endurance, the time lapsed until mice stop running on a forced treadmill exercise protocol, significantly differed between naïve *Ahr* ^*+/+*^ and *Ahr* ^*-/-*^ or TCDD-exposed mice. At all ages, *Ahr* ^*-/-*^ male and female mice significantly underperformed the endurance test in comparison to their *Ahr* ^*+/+*^ counterparts. *Ahr* ^*-/-*^ males lasted 20–30% less than *Ahr* ^*+/+*^ males, with a slight decrement of time at later time points. *Ahr* ^*-/-*^ females lasted 20–65% less than *Ahr* ^*+/+*^ females, with a marked decrement of time at 5 and 7 months. At 3, 5, and 7 months, males exposed to high-dose TCDD lasted 35% less than naïve *Ahr* ^*+/+*^ males. A similar decrement was observed at 7 months in males exposed to low-dose TCDD. Non statistically-significant trends towards decreased endurance time were also noted at 7 months in females exposed to high-dose TCDD (Fig 1G). These results suggest that disruption of AHR signaling *in utero* has long-lasting consequences to cardiovascular function in adult mice, evident when the adult mice are subjected to exercise endurance, an environmental stressor.

### Developmental disruption of AHR signaling alters the structure of the adult myocardium

Exogenous ligand-driven or constitutive AHR signaling disruption during mouse heart development has been associated with molecular, structural, and functional effects to the fetal heart [27] but the extent to which these effects persist or progress in the adult heart has yet to be determined. To that end, we examined the structure and function of *Ahr* ^*-/-*^ and *Ahr* ^*+/+*^ adult mice, the latter exposed *in utero* to TCDD or unexposed.

At 10 months of age, when compared to naïve *Ahr* ^*+/+*^, *Ahr* ^*-/-*^ males and females showed approximately 19% and 33%, respectively, significant increases in mean heart weight relative to body weight while high-dose TCDD-exposed *Ahr* ^*+/+*^ females had a significant 11% increase in mean heart weight relative to body weight (Fig 2A). To further characterize the altered heart mass, we stained 5 μm-thick sections with fluorescently-labeled wheat germ agglutinin (Fig 2B) to assess the morphometrical quantification of cross-sectional myofiber area. Heart weight increases in *Ahr* ^*-/-*^ males and females correlated with significant increases in mean myofiber cross-sectional area of 44% and 58%, respectively, while *Ahr* ^*+/+*^ females exposed to high-dose TCDD had a 33% significant increase in mean myofiber cross-sectional area (Fig 2C). In contrast, while the overall spread of individual myofiber areas was similar between naïve and TCDD-exposed males, high- and low-dose exposed males showed a significant loss of 24% and 13%, respectively, of myofiber cross-sectional area, correlated to the observed lower heart weights. These findings suggest that the observed increased in heart weights of *Ahr* ^*-/-*^ males and females and high-dose TCDD-exposed *Ahr* ^*+/+*^ females is due to an increase of individual myofiber mass, consistent with cardiomyocyte hypertrophy.

**Fig 2:**
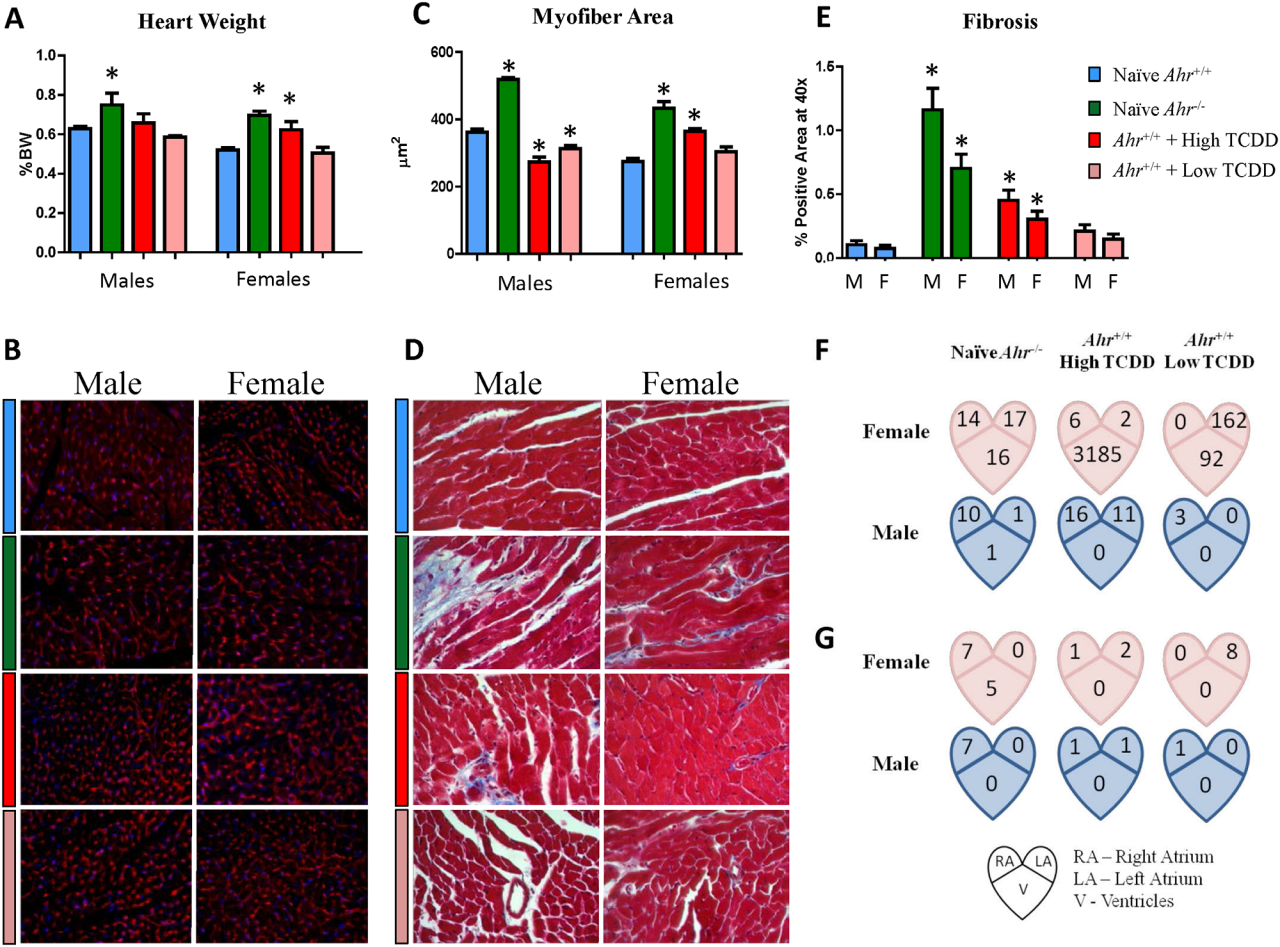
In utero disruption of AHR signaling affects adult heart structure and transcriptome. (A) Heart weights (normalized to body weight) at necropsy (10 months of age, PND 300)) from naïve *Ahr* ^+/+^ and *Ahr* ^*-/-*^ and high and low dose AHR-ligand exposed mice. Wheat germ agglutinin (B) staining of 5-μm sections were used to highlight the cross-sectional myofibers profiles which were used to ascertain the myofiber cross-sectional area (C), which are expressed as means ± minimum and maximal measured areas. Nuclei are stained in blue by DAPI-counterstain; 40X objective. Masson’s trichrome staining (D) was used to highlight the myocardial extracellular matrix as a proxy for fibrosis (E); 40X objective. (F) Number of differentially expressed genes in the adult heart as a consequence of AHR disruption *in utero*, from *Ahr* ^*-/-*^ and TCDD-exposed *Ahr* ^*+/+*^ right atrium (RA), left atrium (LA), and ventricle (V) tissue from males and females. (G) Compartment-specific number of persistent genes (i.e. differentially expressed in the embryo heart and in the adult heart).

Histological sections were stained with Masson’s trichrome (Fig 2D) to assess myocardial remodeling by highlighting the differences in the amount of interstitial extracellular matrix, which were quantified as a proxy for myocardial fibrosis. *Ahr* ^*-/-*^ males and females had a significant, although small, increase in interstitial fibrosis, from about 0.1% positive sectional area in naïve *Ahr* ^*+/+*^ males and females to about 1.25% and 0.75% in *Ahr* ^*-/-*^ male and female hearts, respectively (Fig 2E). *Ahr* ^*+/+*^ mice exposed to high-dose TCDD had a significant slight increase of about 0.4% and 0.3% in males and females, respectively. Altogether, these data suggest that disruption of AHR signaling *in utero* and its effects on the developing embryonic myocardium that we had previously observed [27], do in fact persist and affect myocardial structure in the adult.

### Disruption of AHR signaling during development has lasting effects in the adult heart transcriptome

A key question in the analysis of the role of gene-environment interactions in the developmental genesis of adult cardiac disease is whether interference with AHR endogenous functions, either by gene ablation or by exposure to TCDD *in utero*, causes persistent abnormalities detectable in both the embryo and the adult. In our previous work, we observed that a significant fraction of the mouse transcriptome, needed for attainment and maintenance of cardiac differentiation, was deregulated with striking similarity by both loss of the *Ahr* gene and exposure to TCDD *in utero* [27]. To search for genes that might be differentially expressed in the adult heart as a consequence of AHR disruption *in utero*, we used deep sequencing of the heart transcriptomes of *Ahr* ^*-/-*^ and TCDD-exposed *Ahr* ^*+/+*,^ including right and left atrium, and ventricle tissue from males and females. 

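RNA.seq libraries were made from 4 groups of mice at 10 months of age: naïve *Ahr* +/+, *Ahr* -/-, and *Ahr* +/+ exposed to low- or high-dose TCDD (0.1 or 1 μg/kg, given to the dam by gavage on 3 days of gestation). The sample descriptions deposited with the data give an age of 9 months and later days of gavage; the paper's values were used. They also name TCDD as treatment for all 72 samples, naïve and *Ahr* -/- included; groups were formed by genotype, dose and control mark, and *Ahr* -/- mice were taken as unexposed, as the paper's supplement states. Each group holds 3 libraries per sex for the right atrium, the left atrium and the ventricles, 72 in all, and the 3 compartments come from the same hearts. The authors aligned the reads to the mouse genome with TopHat and counted those on the coding region of each gene. Their table lists 24237 genes by Entrez identifier and holds counts without normalization. Between 11873417 and 28789382 reads per library were counted on genes, with a median of 19231739. A count of 0 allows up to 3 counts, which is 0.253 CPM (counts scaled to a common library total) in the smallest library and 0.104 CPM in the largest, from counting error only.
Every *Ahr* -/- or TCDD-exposed group was compared with the naïve *Ahr* +/+ group of the same sex and compartment, 3 libraries against 3, which gives 18 comparisons. Genes with too few counts were removed by edgeR's filterByExpr (minimum count 10, minimum total count 15), which left 13920 to 14995 genes per comparison. Counts were scaled by edgeR's TMM method and tested with edgeR's quasi-likelihood test, and p-values were adjusted by the Benjamini-Hochberg method. A gene was called differentially expressed at an adjusted p under 0.0001, as in the paper, and a gene named in the text was also read at 0.05. Alternative settings were planned beforehand, and ranges of adjusted p over them do not include fits with a library left out, which are given separately. For single values, 3 libraries against 3 cannot give a two-sided exact permutation p below 0.1.
Labels were set beside sex-linked genes. In the libraries numbered 1 to 48, *Xist* and the summed CPM of 4 Y-linked genes matched the labelled sex in every library. Among the 24 libraries numbered 49 to 72, 8 read as the other sex. Those labelled female right atrium and numbered 50, 56, 62 and 68 had Y-linked sums up to 303.7 CPM, and those labelled male ventricle and numbered 53, 59, 65 and 71 had *Xist* up to 329 CPM. One of the 3 libraries of each group in the female right atrium and in the male ventricle is therefore in doubt. The 4 labelled male ventricle also had the atrial gene *Myl4* at 704 to 3533 CPM. The highest value in ventricles of libraries 1 to 48 was 675 CPM. Of the 48 libraries labelled atrium, 8 had the atrial gene *Myl4* at 2.21 to 48.7 CPM, where the other 40 had at least 621 CPM. They are number 4 (naïve female right atrium), 11 (high-dose female right atrium), 23 and 24 (*Ahr* -/- female left atrium), and 51, 57, 63 and 69, which are 1 library of each group in the male left atrium. Values are given by label throughout, with no library moved or left out.

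**Figure D1:**
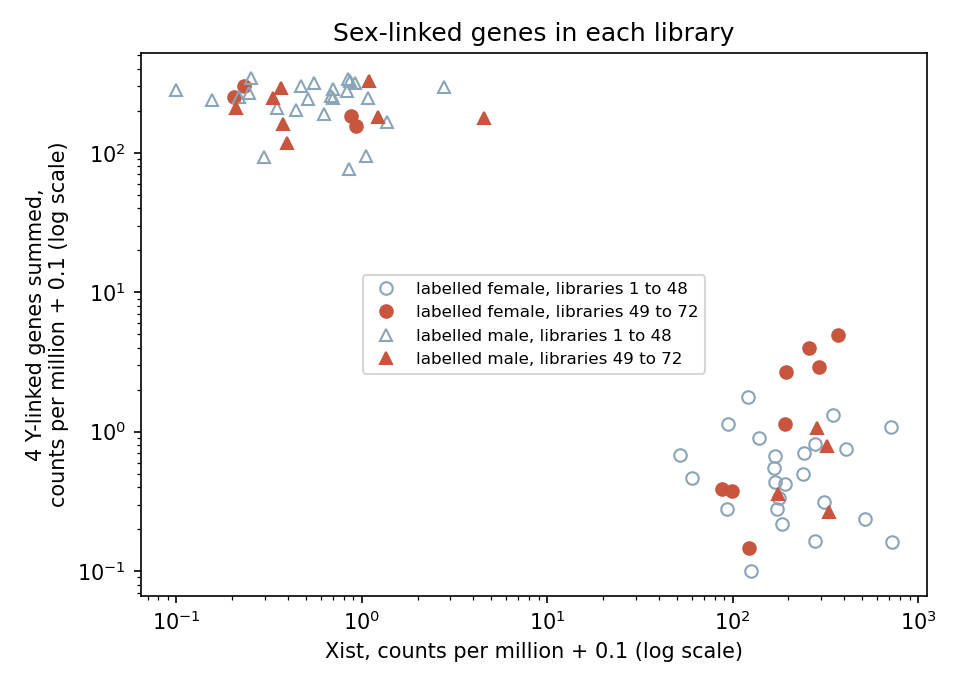
*Xist* (x axis) and the sum of 4 Y-linked genes (y axis), both in CPM plus 0.1 on log scales, in each of the 72 libraries. Open symbols are libraries 1 to 48 and filled symbols libraries 49 to 72; 4 filled circles (labelled female) lie among the libraries labelled male, and 4 filled triangles (labelled male) among those labelled female.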

Relative to naïve *Ahr* ^*+/+*^ hearts, comparable numbers of genes were differentially-expressed in the right atrium of *Ahr* ^*-/-*^ males and females. 

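Expression of *Ahr* (Entrez 11622) was examined first. The gene lies on chromosome 12 of GRCm38 from 35497979 to 35534989. In the 18 naïve libraries it was read at 8.59 to 30.8 CPM with a median of 14.2, and in the 18 *Ahr* -/- libraries at 2.0 to 9.23 CPM with a median of 5.05. Within each compartment every *Ahr* -/- library lay below every naïve one, with a highest *Ahr* -/- value of 9.23 CPM against a lowest naïve value of 11.4 CPM in the right atrium, 5.97 against 8.59 in the left atrium and 7.29 against 14.0 in the ventricles. In the ventricles of *Ahr* -/- females the log2 fold change was -2.44 (standard error 0.255, adjusted p = 0.00832 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Over the settings planned beforehand, apart from leaving out libraries, its adjusted p ranged from 4.52e-13 to 0.0169. Without the *Ahr* -/- library numbered 40 it was 0.173. *Ahr* had a log2 fold change below 0 in all 18 comparisons, TCDD-exposed groups included, from -2.44 to -0.03, and passed an adjusted p of 0.05 in that comparison only. *Cyp1a1*, a gene induced through the AHR, was read at 0 to 9.99 CPM in naïve hearts and at 0 to 0.084 CPM in *Ahr* -/- hearts, where its highest value is under the limit that a count of 0 allows.
In the right atrium, 0 genes were differentially expressed in *Ahr* -/- females and 0 in *Ahr* -/- males. Unadjusted p-values under 0.05 were found for 826 of 14995 genes in females and 765 of 14954 in males, or 5.51% and 5.12%. The libraries of the 2 groups did not overlap for 1605 genes (10.7%) in females, where chance gives 10%. The smallest adjusted p was 0.817 in females and 0.165 in males from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Leaving out each library in turn also gave 0 genes in both sexes, and DESeq2, the alternative that moved the counts most in females, called 4 genes in each sex. In females, 1 of the 3 *Ahr* -/- libraries and 1 of the 3 naïve libraries have sex-linked genes opposite to their label.

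**Figure D2:**
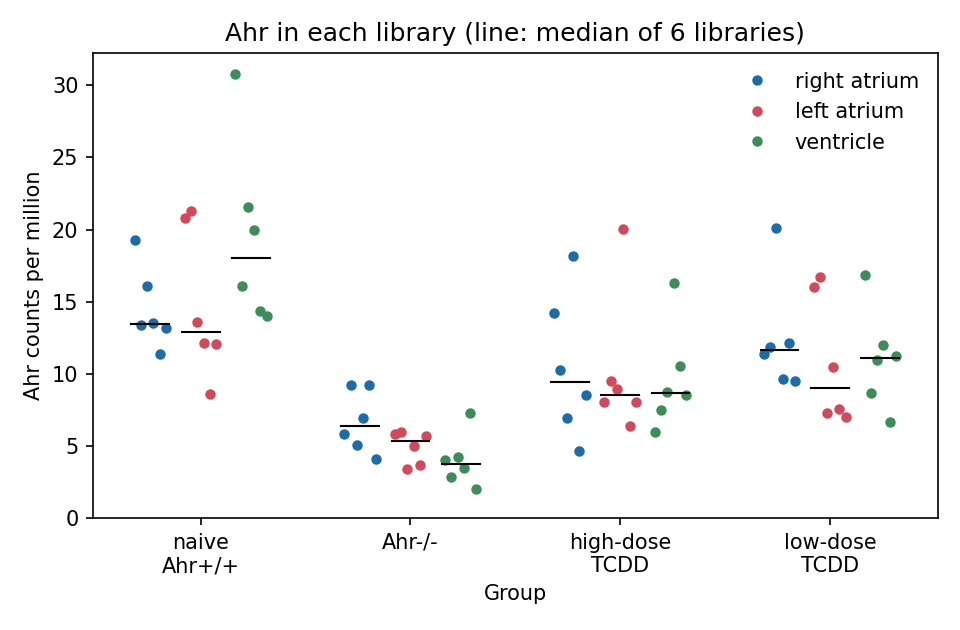
*Ahr* in CPM in each library, by group and compartment. Points are the 6 libraries of each group and compartment, and lines are their medians; in *Ahr* -/- hearts all 18 libraries lie at or under 9.23 CPM.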

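In the right atrium of high-dose TCDD-exposed females and males, 0 and 0 genes passed an adjusted p of 0.0001, with unadjusted p-values under 0.05 for 571 of 14608 and 800 of 14785 genes. The smallest adjusted p-values there were 0.755 and 0.13 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In the left atrium of *Ahr* -/- females the test likewise called 0 genes, although 2029 of 14794 genes had an unadjusted p under 0.05. In that group 2 of the 3 libraries, numbered 23 and 24, had the atrial gene *Myl4* at 48.7 and 5.09 CPM, within the range of ventricles, so a difference of tissue is not excluded. For *Ahr* -/- female ventricles it called 0 genes at 0.0001 and 3 at 0.05, with 1315 of 13920 at an unadjusted p under 0.05. These 3 are *Ahr* itself, *Wdfy1* (log2 fold change -1.91, adjusted p = 0.00637) and *Mboat2* (1.64, adjusted p = 0.00832), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The last 2 were singled out after their values were seen. Leaving out 1 library raised the adjusted p of *Wdfy1* to at most 0.0847 and that of *Mboat2* to at most 0.134. With DESeq2 in place of edgeR, 11 genes passed 0.0001 in the right atrium of high-dose males, 7 in the left atrium of *Ahr* -/- females and 6 in their ventricles. In the right atrium of females, 1 library of each group has sex-linked genes opposite to its label, and the naïve library numbered 4 and the high-dose library numbered 11 have *Myl4* at 10.3 and 16.8 CPM.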

The same was the case in *Ahr* ^*+/+*^ males and females that had been exposed to high dose TCDD *in utero*, and in the left atrium and ventricles of *Ahr* ^*-/-*^ females. No significant gene numbers were found in the left atrium and ventricles of *Ahr* ^*-/-*^ males and low-dose TCDD-exposed *Ahr* ^*+/+*^ males, and in the ventricles of high dose AHR ligand-exposed *Ahr* ^*+/+*^ males, or right atrium of low-dose TCDD-exposed *Ahr* ^*+/+*^ females (Fig 2F). 

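For 6 of the comparisons, 0 genes passed an adjusted p of 0.0001 and 0 passed 0.05 by edgeR's quasi-likelihood test. Genes with an unadjusted p under 0.05 numbered 521 in the left atrium and 600 in the ventricles of *Ahr* -/- males, 235 and 1952 in those of low-dose TCDD-exposed males, 1302 in the ventricles of high-dose males and 625 in the right atrium of low-dose females. The same 2 thresholds gave 0 genes in the left atrium of high-dose females (1257 at an unadjusted p under 0.05), low-dose females (2613) and high-dose males (1687), in the ventricles of low-dose females (2480) and in the right atrium of low-dose males (657). Leaving out each library in turn called 0 genes at 0.0001 in each of these 11 comparisons. DESeq2 called genes at 0.0001 in the left atrium and ventricles of *Ahr* -/- males, high-dose males and low-dose females. It also called genes in the right atrium of low-dose males. In the male ventricle and the female right atrium, 1 library of each group has sex-linked genes opposite to its label.
The ventricles of high-dose TCDD-exposed females differed from the rest. There 4 genes passed 0.0001 and 3313 passed 0.05, of which 1713 were higher and 1600 lower than in naïve females. Of the 3313, 715 were also called with all 4 groups in one fit. With a trend with GC content removed, a setting added after the values were seen, 1107 of them were called. With each library left out in turn, from 1536 (without the naïve library numbered 35) to 3049 (without the high-dose library numbered 44) were called again. Of 14006 genes tested, 5118 (36.5%) had an unadjusted p under 0.05, and for 36.8% the 3 high-dose libraries did not overlap the 3 naïve ones, where chance gives 10%. The 4 genes are *Romo1* (log2 fold change 2.43, standard error 0.168, adjusted p = 3.85e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), *Rps2* (1.72), *Scamp4* (1.57) and *Zfp960* (-2.11). For the sex-by-group interaction each of the 4 had an adjusted p of 0.952 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Before adjustment the p-values of this test were 0.00136 for *Romo1*, 0.00302 for *Scamp4*, 0.0123 for *Rps2* and 0.226 for *Zfp960*. Its male groups hold the libraries numbered 53 and 65, whose sex-linked genes are opposite to their label, so a difference between the sexes is not excluded. The number at 0.0001 was 0 without the naïve library numbered 35 and 10 without the high-dose library numbered 44. Among the alternatives run at that threshold, DESeq2 moved it most, to 721. Scaling by library size alone shifted the median log2 fold change of all genes by -0.17 here and in low-dose females, by -0.12 in the left atrium of low-dose females and by 0.12 in the right atrium of *Ahr* -/- females.

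**Figure D3:**
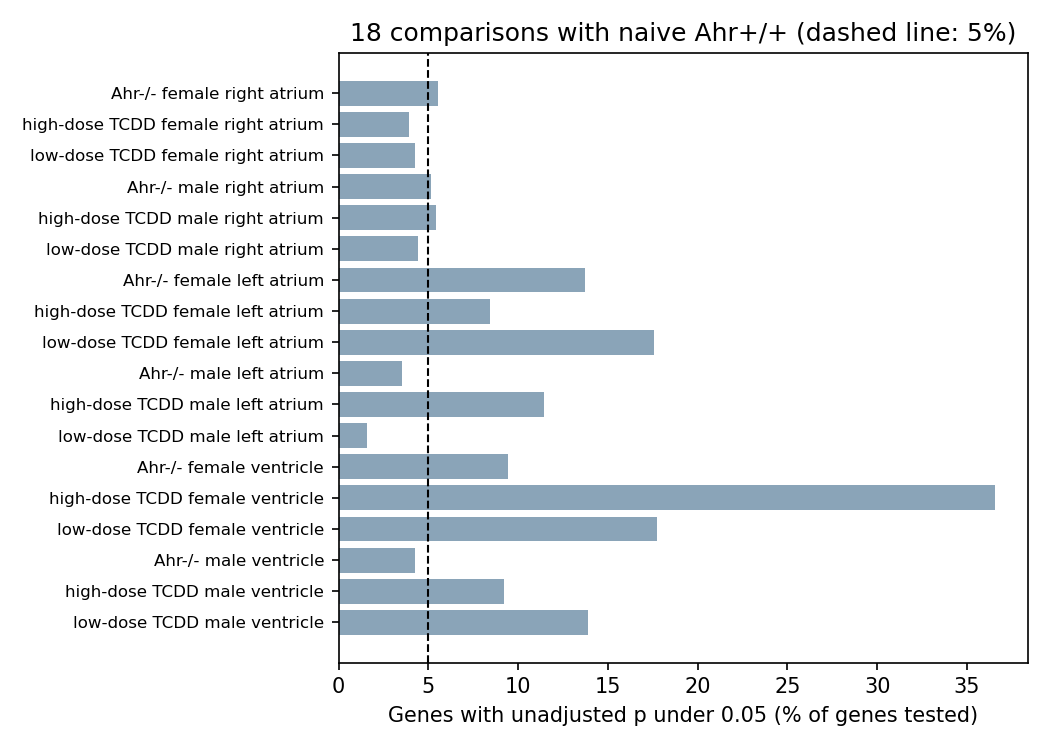
Share of the genes tested that have an unadjusted p under 0.05 (x axis, percent) in each of the 18 comparisons with naïve *Ahr* +/+. The dashed line marks 5%; the share is highest, at 36.5%, in the ventricles of high-dose TCDD-exposed females.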

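Summed over the 3 compartments, genes with an adjusted p under 0.05 numbered 3 in *Ahr* -/- females and 0 in *Ahr* -/- males, 3313 in high-dose females and 0 in high-dose males, and 0 in low-dose females and males. Genes with an unadjusted p under 0.05 summed to 4170 and 1886, 6946 and 3789, and 5718 and 2844, in the same order; the compartments share their mice, so these sums are not independent counts. Whether effects differ between the sexes was tested directly with a sex-by-group interaction term in each compartment and group, on 12 libraries each. Of the 9 such tests, 0 gave a gene with an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Unadjusted p-values under 0.05 ranged from 135 genes in the ventricles of low-dose mice to 703 in the right atrium of *Ahr* -/- mice. In the ventricles at the high dose the smallest adjusted p of any gene was 0.952 by this test. Adjusted values near it for single genes are therefore not evidence of equal effects in the sexes. Without the library labelled high-dose male ventricle and numbered 65, which has sex-linked genes opposite to its label, 480 genes passed in the ventricles at the high dose. With libraries 1 to 48 only, a setting added after the values were seen in which every library matches its labelled sex, 519 genes passed there and 110 in the left atrium of *Ahr* -/- mice, where both *Ahr* -/- female libraries, numbered 23 and 24, have *Myl4* within the range of ventricles. In the right atrium and the ventricles, 6 of the 9 tests, one sex holds a library of opposite reading in each group, so the count of 0 is not evidence of equal effects. Those of the male ventricle also have *Myl4* above the ventricles of libraries 1 to 48, so tissue and sex are mixed there. On simulated counts the test recovered 71% of 200 genes given an interaction, but no such library was simulated. The spread between simulated libraries was also a set level, so this share is not the power here.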

Curiously, sexually dimorphic quantitative differences were noted as female hearts tended to have an overall higher number of differentially-expressed genes in all experimental groups.

To determine whether expression of specific genes affected in the embryo in our prior work, either at E13.5, E15.5, or E18.5 [27], persisted in the adult heart at 10 months of age we carried out a comparison of the adult transcriptome to the transcriptome of embryonic hearts following AHR disruption *in utero* (following the design detailed in Fig E in S1 File). The compartment-specific number of persistent genes, *i*.*e*., genes differentially expressed in the embryo heart and also in the adult heart, is shown in Fig 2G while their respective identities are listed in Table A in S1 File. The right atrium of *Ahr* ^*-/-*^ males and females and the left atrium of low dose TCDD-exposed females show the highest number of overlapping genes. Although no particular gene signature was noted, selected individual persistent genes are annotated to cardiovascular ontogenies, such as *Col5a3*, *Nppa*, and *Wdr83*, and mitochondrial function, such as *Cox14* and *Mrpl12*.

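Of these genes, *Wdr83* (Entrez 67836, chromosome 8 of GRCm38) was read at 15.3 ± 1.04 CPM (SD, n = 3) in naïve female ventricles and 37.0 ± 4.77 CPM in those exposed to high-dose TCDD. The log2 fold change was 1.46 (standard error 0.188, adjusted p = 0.000644 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the settings planned beforehand gave adjusted p-values from 5.53e-10 to 0.0274. *Col5a3* rose by 1.33 on the log2 scale in the same comparison and *Nppa* fell by 1.50, with adjusted p-values of 0.179 and 0.215 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *Nppa* was 244 CPM in the naïve library numbered 35, which had the atrial gene *Myl4* at 193 CPM. It was 51.3 and 59.6 CPM in the naïve libraries numbered 36 and 54, and 27.0 to 41.5 CPM at the high dose. The size of its fall thus rests largely on library 35, where atrial tissue is not excluded. Without the naïve library numbered 54, the log2 fold change of *Col5a3* was 2.39, which passed 0.05, as did 1.63 with a term for the library series. *Wdr83*, *Cox14* and *Mrpl12* passed 0.05 among all genes and also when adjusted over the list alone. In the other 17 comparisons 0 of the 5 genes passed over all genes, with 30 unadjusted p-values under 0.05, and 17 calls in 7 comparisons were made when adjusted over the list alone. The study chose this list on these samples, so these last calls are not independent evidence. The interaction of sex with the high dose in ventricles gave *Wdr83* an adjusted p of 0.956 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.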

Comprehensive transcriptome analysis via the Ingenuity Pathway Analysis platform revealed aberrant regulation of genes globally associated with cardiovascular disease together with individual genes associated with mitochondrial function. Genes important for maintaining cardiac structural homeostasis, contractility, promoters of cardiac hypertrophy, and regulating cardiomyocyte energy homeostasis had significantly altered expression in the AHR agonist-exposed female hearts, with an overall higher magnitude of change in high dose TCDD-exposed females (Fig 3A). These changes were generally not observed in *Ahr* ^*-/-*^ hearts or in the hearts of males exposed to TCDD. 

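As a measure of structural genes, a list of 16 sarcomere genes was fixed before the data were examined. In the ventricles of high-dose TCDD-exposed females, 10 of the 16 had an adjusted p under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, all of them higher than in naïve females, and the same number passed when adjusted over the list alone. In low-dose females 0 passed over all genes, 7 had an unadjusted p under 0.05, and 7 passed when adjusted over the list alone. The median log2 fold change of the list was 0.84 at the high dose (adjusted p = 0.00015) and 0.45 at the low dose (adjusted p = 0.000339) by limma's camera test with a preset correlation of 0.01 between genes. No call that camera made in any of 9 lists and 18 comparisons held under limma's fry test or a correlation estimated from the data, where the lowest adjusted p-values were 0.537 and 0.765.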

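The same list was called by camera in 9 of the 18 comparisons, always higher than in naïve hearts. Apart from females exposed to TCDD, ventricles were called in *Ahr* -/- females (median log2 fold change 0.36, adjusted p = 0.0349 by limma's camera test) and in those of *Ahr* -/- and low-dose males (medians 0.29 and 0.57). Atria were called in the left atrium of *Ahr* -/- and low-dose females (medians 0.38 and 0.57) and of high-dose males (0.43), and in the right atrium of low-dose males (0.35). Single sarcomere genes reached an adjusted p under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment in 0 comparisons other than high-dose female ventricle, with 27 unadjusted p-values under 0.05 over the other 17. In the male ventricle, 1 of the 3 libraries of each group has sex-linked genes opposite to its label. In the left atrium, 2 of the 3 libraries of *Ahr* -/- females and 1 of each male group have the atrial gene *Myl4* within the range of ventricles.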

Among the down-regulated pathways were IPA’s Toxicological Functions annotated to heart damage, function, and contractility. 

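IPA's gene annotations were not used here, and shorter lists fixed beforehand stand in for them. A list of 6 hypertrophy markers was called by limma's camera test in 2 of the 18 comparisons, lower in the right atrium of *Ahr* -/- males (median log2 fold change -0.44, adjusted p = 0.0411) and of high-dose TCDD-exposed males (-0.40, adjusted p = 0.0235). High-dose female ventricles had a median of -0.46 with an adjusted p of 0.336 by limma's camera test. The panel of calcium-handling genes was called in 0 comparisons, with medians from -0.34 to 0.38. A list of AHR-induced genes had a median log2 fold change below 0 in all 18 comparisons, from -0.72 to -0.01 (the last, in the left atrium of high-dose females, was 0.01 when libraries were scaled by size alone), and was called in the right and left atrium of *Ahr* -/- males (adjusted p = 0.00172 and 0.0164 by limma's camera test).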

Up-regulated pathways included hypoxia signaling in the cardiovascular system, calcium signaling, mitochondrial dysfunction, oxidative stress response, and hormone nuclear receptor signaling.

**Fig 3:**
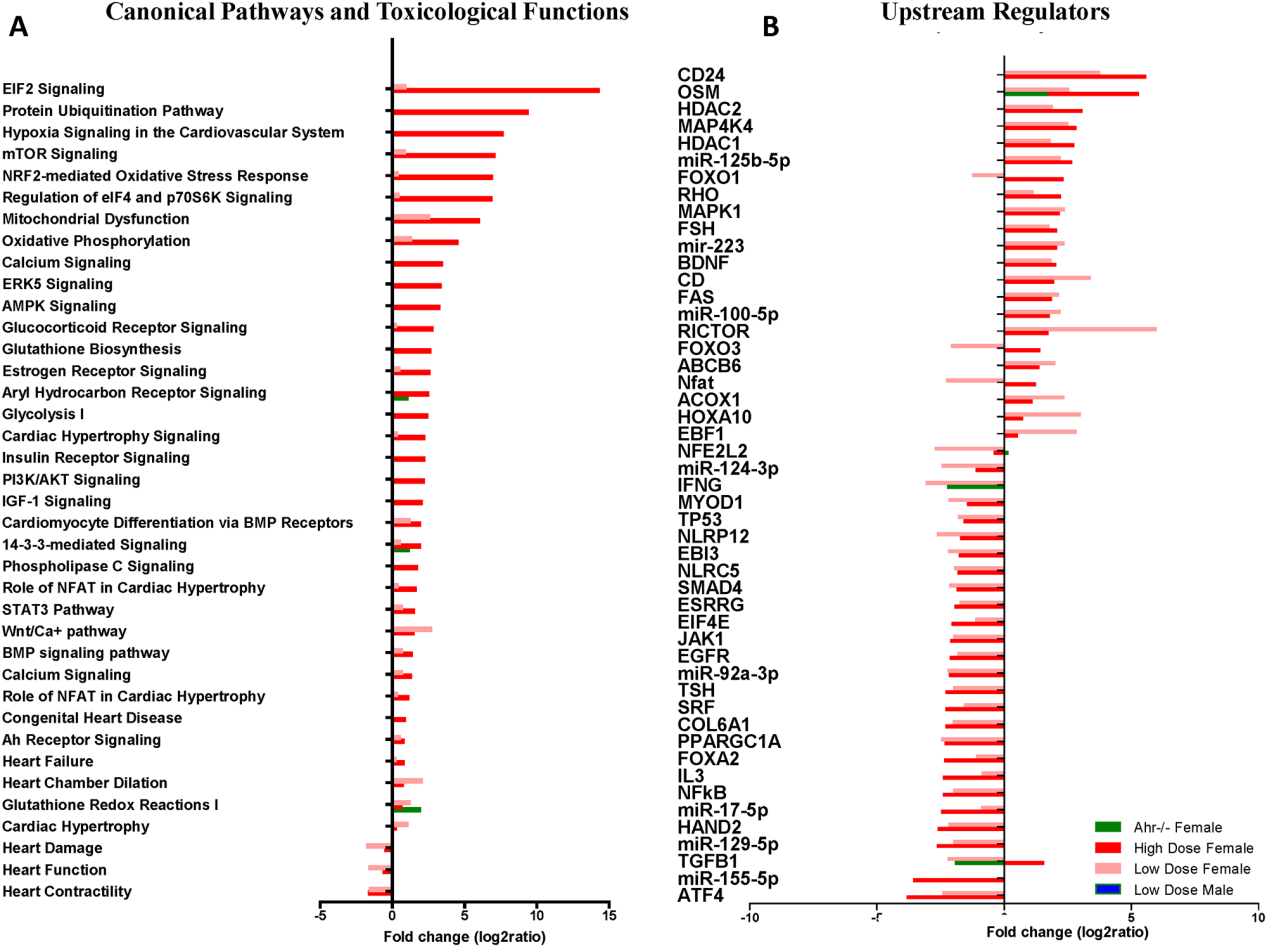
Differentially expressed canonical pathways, toxicological functions, and upstream regulators underlie AHR disruption-driven altered structure and function. (A) Fold change expression of differentially expressed Ingenuity Pathway Analysis (IPA) canonical pathways and toxicological functions from and *Ahr* ^*-/-*^ females and high and low dose TCDD-exposed females relative to naïve *Ahr* ^+/+^. (B) IPA’s upstream regulators from and *Ahr* ^*-/-*^ and high and low dose TCDD-exposed mice relative to naïve *Ahr* ^+/+^.

Analysis of upstream regulators identified potential genes predicted to contribute directly or indirectly to the observed aberrant regulation of these genes (Fig 3B). Specific regulators included *Hand2* (Heart and Neural Crest Derivatives Expressed 2) and miR-155. 

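In female ventricles, *Hand2* (Entrez 15111, chromosome 8 of GRCm38 from 57320983 to 57324517) was read at 22.0 ± 1.13 CPM (SD, n = 3) in naïve mice, 38.0 ± 8.43 CPM after high-dose TCDD and 25.8 ± 5.24 CPM after low-dose TCDD. The log2 fold changes were 0.94 at the high dose (standard error 0.157, adjusted p = 0.00177) and 0.38 at the low dose (adjusted p = 0.317), both higher than naïve, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Over the settings planned beforehand the adjusted p at the high dose ranged from 7.23e-06 to 0.0274, and with each library left out in turn the log2 fold change stayed between 0.82 and 1.05. The sex-by-group interaction of *Hand2* had an adjusted p of 0.969 by the same test. The table lists miR-155 by its gene *Mir155*, with 4 counts over the 72 libraries, all in 1 library, so its level was not measurable here. The paper's text states both values as fold decreases in expression. It does not name the scale of Fig 3B, so the drawn values need not be ratios of counts.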

*Hand2* has been identified as a key contributor to congenital heart disease [45] and was 2- to 2.5-fold decreased in expression in high- and low-dose TCDD-exposed female hearts, miR-155, recently associated with hypertrophic cardiomyopathy in humans [46], was decreased about 3-fold in high-dose TCDD-exposed female hearts. Also notably, expression of the cardiogenic transcription factor *Nkx2-5* was significantly increased in the ventricles of *Ahr* ^*-/-*^, and low- and high-dose TCDD-exposed *Ahr* ^*+/+*^ females (Fig 4A) as previously reported in cardiac hypertrophy [47].

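*Nkx2-5* (Entrez 18091, chromosome 17 of GRCm38 from 26838664 to 26844988) was read at 53.2 ± 2.17 CPM (SD, n = 3) in naïve female ventricles. In *Ahr* -/-, high-dose and low-dose female ventricles it was read at 83.8 ± 18.3, 82.0 ± 6.6 and 87.5 ± 6.45 CPM (SD, n = 3 each), and in each of the 3 groups every library lay above every naïve library. The log2 fold changes were 0.75 (adjusted p = 0.486), 0.80 (adjusted p = 0.00147) and 0.90 (adjusted p = 0.14), in that order, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Over the settings planned beforehand, apart from leaving out libraries, these adjusted p-values ranged from 0.0978 to 1 in *Ahr* -/-. They ranged from 1.35e-06 to 0.039 at the high dose and from 0.00157 to 0.211 at the low dose. Without the *Ahr* -/- library numbered 39, the value in *Ahr* -/- females was 0.92 and passed 0.05. The interaction with sex at the high dose had an adjusted p of 0.96 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The paper's text does not name the assay behind Fig 4A.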

**Fig 4:**
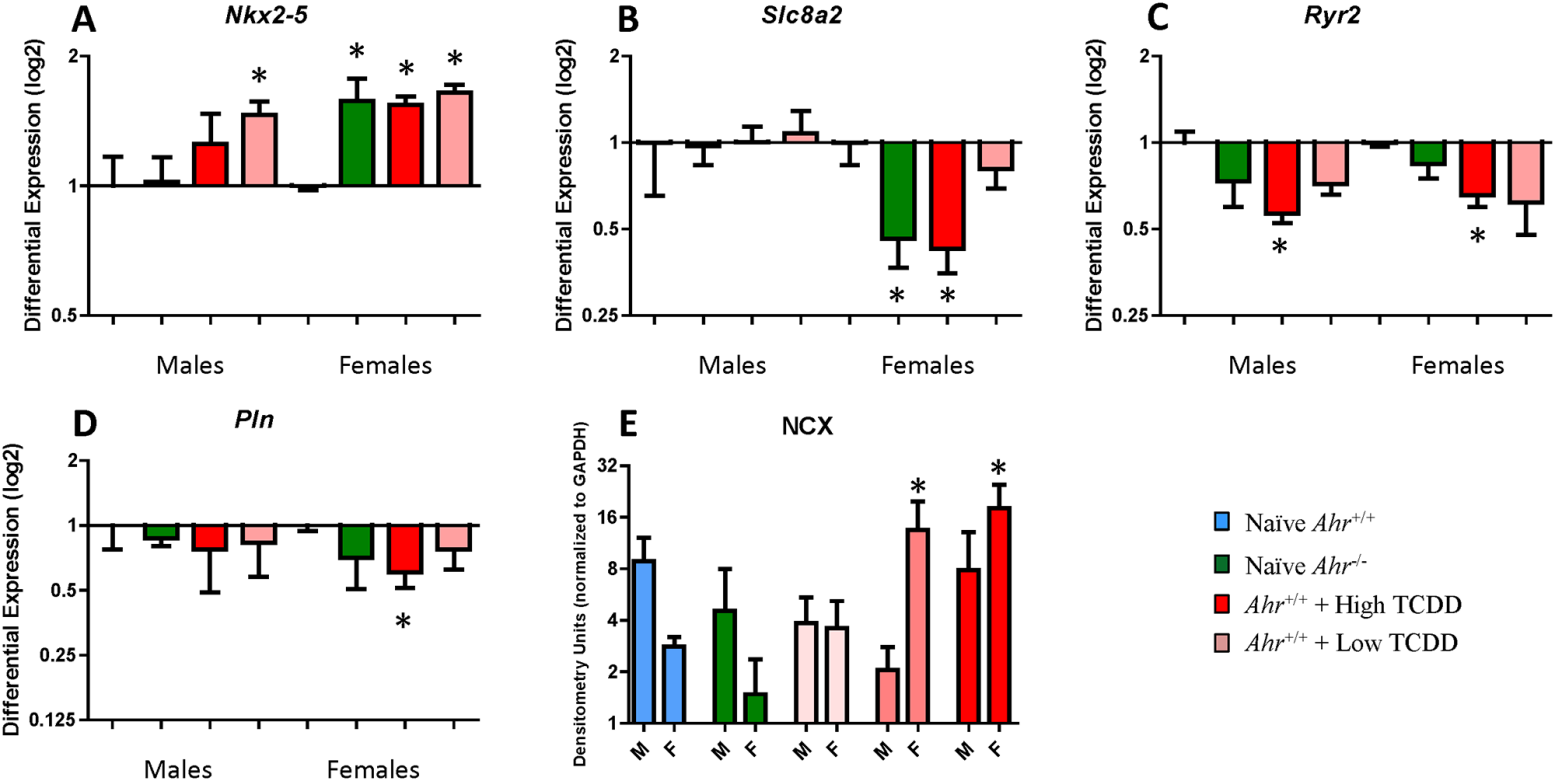
In utero disruption of AHR signaling modestly affects calcium-handling signaling. Fold change mRNA expression of *Nkx2-5* (A), *Slc8a2* (B), *Ryr2* (C), and *Pln* (D), and protein expression of NCX (E) from naïve *Ahr* ^+/+^ and *Ahr* ^*-/-*^ and high and low dose TCDD-exposed mice at 10 months of age (PND 300) (mean ± SEM).

In summary, disruption of AHR signaling during development yields lasting effects in the adult heart transcriptome, chiefly on networks related to cardiovascular homeostasis and function, with quantitative and qualitative differences between the atria and ventricles and with a predominance of effects in the adult female heart.

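Over the 18 comparisons, DESeq2 called genes at 0.0001 in atria and in male ventricles as well as in female ventricles. By edgeR's quasi-likelihood test, the genes that passed 0.0001 or 0.05 came from the ventricles of females alone. Unadjusted p-values under 0.05 were spread more widely, from 1.6% of the genes tested in the left atrium of low-dose males to 17.8% in the ventricles of low-dose females, setting aside high-dose female ventricles. The share of genes whose libraries did not overlap ranged from 4.83% to 24.4% in those 17 comparisons, where chance gives 10%. From the differentially expressed genes of each compartment and sex and the pathways they fall in, the paper concludes that disruption of AHR signaling in development leaves lasting effects on the adult heart transcriptome, mostly in females.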

### Canonical calcium-handling mechanisms in the adult heart are preserved following AHR disruption in utero

To investigate whether calcium signaling had a role in the observed alterations of myocardial structure, we followed the expression of a selected panel of calcium regulated genes and proteins involved in cardiac function and homeostasis known to change expression levels and/or phosphorylation status in heart disease, including *Rcan1*, *Pln*, *Ryr2*, *Slc8a2*, *Slc8a3*, *Slc8a4*, *Atp2a1*, and *Atp2a2* [48]. Proteins included phosphorylated phospholamban (p-PLN) and total phospholamban (t-PLN), phosphorylated ryanodine receptor 2A (p-RyR2) and total phosphorylated ryanodine receptor 2A (t-RyR2), sodium-calcium exchanger (NCX), and the cardiac isoform of the SERCA2. A summary of the genes and proteins evaluated is included in Table B in S1 File.

In comparison to wild-type *Ahr* ^*+/+*^ hearts, we only found changes in the expression of *Slc8a2*, *Ryr2*, and *Pln*. 

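In the ventricles of high-dose TCDD-exposed females, 3 of the 6 genes of this panel that could be tested had an adjusted p under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, the same 3 when adjusted over the list alone. *Rcan1* (Entrez 54720) rose by 0.70 on the log2 scale (standard error 0.165, adjusted p = 0.0101), from 56.4 ± 5.16 to 81.2 ± 15.5 CPM (SD, n = 3), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Apart from leaving out libraries, the settings planned beforehand gave it adjusted p-values from 0.00108 to 0.0557. Without the naïve library numbered 35 its adjusted p was 0.062. *Ryr2* and *Pln*, which fell, were the others. *Atp2a1* (log2 fold change 1.11) and *Atp2a2* (0.20) had adjusted p-values of 0.165 and 0.377 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *Slc8a3* had at most 117 counts in any library and was too low to test there, and *Slc8a4* is not in the table. In the other 17 comparisons 0 genes of the panel passed over all genes, 8 unadjusted p-values were under 0.05, and 1 call was made when adjusted over the list alone. Interactions with sex at the high dose in ventricles gave adjusted p-values of 0.967 for *Rcan1*, 0.96 for *Ryr2* and 0.988 for *Pln* by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.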

*Slc8a2* mRNA levels showed a significant decrease in the ventricles of *Ahr* ^*-/-*^ females and *Ahr* ^*+/+*^ females exposed to high-dose TCDD (Fig 4B). 

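*Slc8a2* (Entrez 110891, chromosome 7 of GRCm38) was read near the limit of detection, at 1.04 ± 0.296 CPM (SD, n = 3) in naïve female ventricles, 0.481 ± 0.175 CPM in *Ahr* -/- and 0.443 ± 0.137 CPM after high-dose TCDD. In both groups each of the 3 libraries was lower than each naïve library. The log2 fold changes were -1.05 and -1.05, with adjusted p-values of 0.533 and 0.233 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and over the settings planned beforehand these ranged from 0.474 to 1 and from 0.222 to 0.411. The fall passed neither threshold, and whether depth is the reason was not tested. *Slc8a1*, another sodium-calcium exchanger gene, had a log2 fold change of -0.39 at the high dose (standard error 0.12, adjusted p = 0.0334 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its adjusted p ranged from 0.00475 to 0.218 over the settings planned beforehand and reached 0.126 with 1 library left out, and its direction reversed when a trend with GC content or transcript length was removed, settings added after the values were seen.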

Expression of *Ryr2* was lower in the left atrium and ventricles of *Ahr* ^*+/+*^ males and females exposed to high-dose TCDD and in the left atrium of *Ahr* ^*-/-*^ females and *Ahr* ^*+/+*^ females exposed to low-dose TCDD (Fig 4C). 

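*Ryr2* (Entrez 20191, chromosome 13 of GRCm38 from 11553099 to 12106945) had a log2 fold change below 0 in all 18 comparisons. In ventricles at the high dose it fell from 3381 ± 173 to 2217 ± 344 CPM (SD, n = 3) in females, with a log2 fold change of -0.45 (standard error 0.136, adjusted p = 0.0314), and from 2916 ± 472 to 1654 ± 210 CPM in males (-0.82, adjusted p = 0.539), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In females its adjusted p ranged from 0.00132 to 0.227 over the settings planned beforehand and was 0.103 without the naïve library numbered 36. With a trend with transcript length removed, a setting added after the values were seen, its log2 fold change there was -0.01. In the left atrium the log2 fold changes were -0.75 in high-dose females, -0.61 in high-dose males, -0.58 in *Ahr* -/- females and -0.76 in low-dose females. Their adjusted p-values were 0.592, 0.551, 0.363 and 0.23 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In each of these 6 comparisons the 3 libraries lay below the 3 naïve ones, while in the male ventricle 1 library of each group has sex-linked genes opposite to its label. In the left atrium, 1 library of each male group and 2 of the 3 of *Ahr* -/- females have *Myl4* within the range of ventricles. Low-dose female ventricles fell by 0.53 (adjusted p = 0.328 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).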

Expression of *Pln* was lower in the ventricles of *Ahr* ^*+/+*^ females exposed to high-dose TCDD (Fig 4D). 

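*Pln* (Entrez 18821, chromosome 10 of GRCm38 from 53337686 to 53345999) was read at 8716 ± 863 CPM (SD, n = 3) in naïve female ventricles and at 5282 ± 1407 CPM after high-dose TCDD. Its log2 fold change was -0.56 (standard error 0.158, adjusted p = 0.0219 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with adjusted p-values from 0.000358 to 0.213 over the settings planned beforehand. Removing a trend with GC content, a setting added after the values were seen, reversed its direction to 0.12. Without the naïve library numbered 36 the adjusted p was 0.0806.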

With regard to changes in protein levels, western blot analysis showed changes only in the levels of the sodium-calcium exchanger NCX, which increased expression by 9- and 6-fold in *Ahr* ^*+/+*^ females exposed to both high- and low-dose TCDD, respectively (Fig 4E). All remaining trends in protein levels or phosphorylation status between naïve *Ahr* ^*+/+*^ mice and other genotype or treatment conditions showed no significant differences (data not shown). The observed differentially expressed genes and protein data suggest that canonical calcium handling protein networks are largely preserved and, therefore, are not major contributors to the altered myocardial structure driven by AHR activation or loss-of-function.

### Mitochondrial homeostasis in the adult heart is affected by developmental AHR disruption

Mitochondrial dysfunction has been associated with AHR signaling disruption *in vitro* [49,50] and *in vivo* [27,51–54], and extensively investigated as a key player in cardiovascular disease [55–57]. Of particular interest to this study, mitochondrial dysfunction with compensatory increased mitochondrial abundance was observed in embryonic *Ahr* ^*-/-*^ or TCDD-exposed *Ahr* ^*+/+*^ embryonic hearts [27]. 

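The genes drawn in Fig 5A and Fig 5B were compared in the ventricles of high-dose TCDD-exposed and naïve females. Of the 68 genes of Fig 5B that could be tested, 27 had an adjusted p under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 19 higher and 8 lower than naïve. With a trend with GC content removed, a setting added after the values were seen, 14 of the 27 were still called with the same sign. Of the 110 genes of Fig 5A that could be tested, 39 passed, 27 higher and 12 lower. Adjusted over the list alone, 32 and 45 passed; the study chose both lists on these libraries, so these counts are not independent evidence. Over all genes 23.65% passed. Oxidative phosphorylation genes picked by symbol, without use of the figures, gave 34 of 80, with 20 higher and 14 lower, and 42 adjusted over the list alone. None of these genes passed 0.0001, where 46 of the 80 had an unadjusted p under 0.05.
Among the genes with the longest bars in Fig 5B, *Atp5o* rose from 985 ± 83.1 to 2229 ± 411 CPM (SD, n = 3), a log2 fold change of 1.37 (standard error 0.202, adjusted p = 0.00123 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Ndufa13*, *Atp5h*, *Uqcrc1* and *Ndufv1* rose by 1.29, 1.17, 0.98 and 0.97. *Ndufb2* fell from 371 ± 42.6 to 153 ± 82.4 CPM, a log2 fold change of -1.14 (standard error 0.299, adjusted p = 0.0316 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Cox7a2*, *Cox6a2* and *Ndufa6* fell by 1.01, 0.83 and 0.75, and *Cox6b2* had too few counts to test. Over the settings planned beforehand the adjusted p of *Ndufb2* ranged from 0.00271 to 0.25, and leaving out 1 library raised it to at most 0.109. As a set, the 68 genes had a median log2 fold change of 0.10 (adjusted p = 0.19 by limma's camera test), which is -0.08 when libraries are scaled by size alone.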

In agreement with these findings in embryonic hearts, ventricles of adult females exposed *in utero* to high-dose TCDD showed highly significant changes in the expression of genes in the canonical mitochondrial pathway (Fig 5A) and in the oxidative phosphorylation pathway (Fig 5B), relative to naïve *Ahr* ^*+/+*^ females. 

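In low-dose TCDD-exposed female ventricles, 0 of the 68 genes of Fig 5B and 0 of the 110 of Fig 5A had an adjusted p under 0.05 over all genes by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Unadjusted p-values under 0.05 numbered 28 and 37, and 17 and 20 genes, all higher than naïve, passed when adjusted over the list alone. Of the 39 genes of Fig 5A called at the high dose, 31 had the same sign at the low dose. They were selected against the naïve libraries that both doses share, which raises this number without any effect. No such selection was simulated, so the number decides nothing. For the 68 genes of Fig 5B the sign was shared by 41 (60.3%), and the log2 fold changes of the 2 doses correlated across genes with r = 0.80. Simulated groups without any effect, which share their naïve libraries as the real ones do, drawn 5 times, gave 67.1% and a mean r of 0.533 (from 0.386 to 0.655) for these genes. Across all 13829 genes tested at both doses r was 0.712, with 77.7% of signs shared. Both doses are compared with the same naïve libraries, and over all genes the simulation gave a mean r of 0.525 (from 0.511 to 0.545) and 67.4% for that reason. Genes are not independent replicates, so no p is given. The simulation also holds no trend with GC content or transcript length. Both doses share the sign of such trends, which could raise r without an effect of TCDD.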

A small subset of changes was concordant between low-and high-dose TCDD. No similar findings were noted in *Ahr* ^*-/-*^ females or in any of the males.

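In the ventricles of *Ahr* -/- females, 0 genes of Fig 5B and 0 of Fig 5A had an adjusted p under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with 9 and 16 at an unadjusted p under 0.05. In the ventricles of males, 0 genes of Fig 5B passed in each of the 3 groups, with 3 (*Ahr* -/-), 3 (high dose) and 22 (low dose) at an unadjusted p under 0.05.  By edgeR's log2 fold changes, 64, 63 and 63 of the 68 genes of Fig 5B were higher than naïve in *Ahr* -/-, high-dose and low-dose male ventricles. The medians of log2 CPM differences, which the set test uses, were 0.47, 0.53 and 0.61 (adjusted p = 2.96e-11, 8.52e-05 and 9.78e-11 by limma's camera test), and -0.13 in *Ahr* -/- females (adjusted p = 0.0601 by limma's camera test). By limma's fry test the adjusted p-values in males were 0.692, 0.789 and 0.692. One of the 3 libraries of each male ventricle group has sex-linked genes opposite to its label. For the single genes with the longest bars in Fig 5B, sex-by-group interactions at the high dose in ventricles had adjusted p-values from 0.952 to 0.965 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Before adjustment the p-values of this test ran from 0.0279 (*Ndufa6*) to 0.447 (*Atp5h*). The smallest adjusted p of any gene there was 0.952, so these values are not evidence of equal effects.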

**Fig 5:**
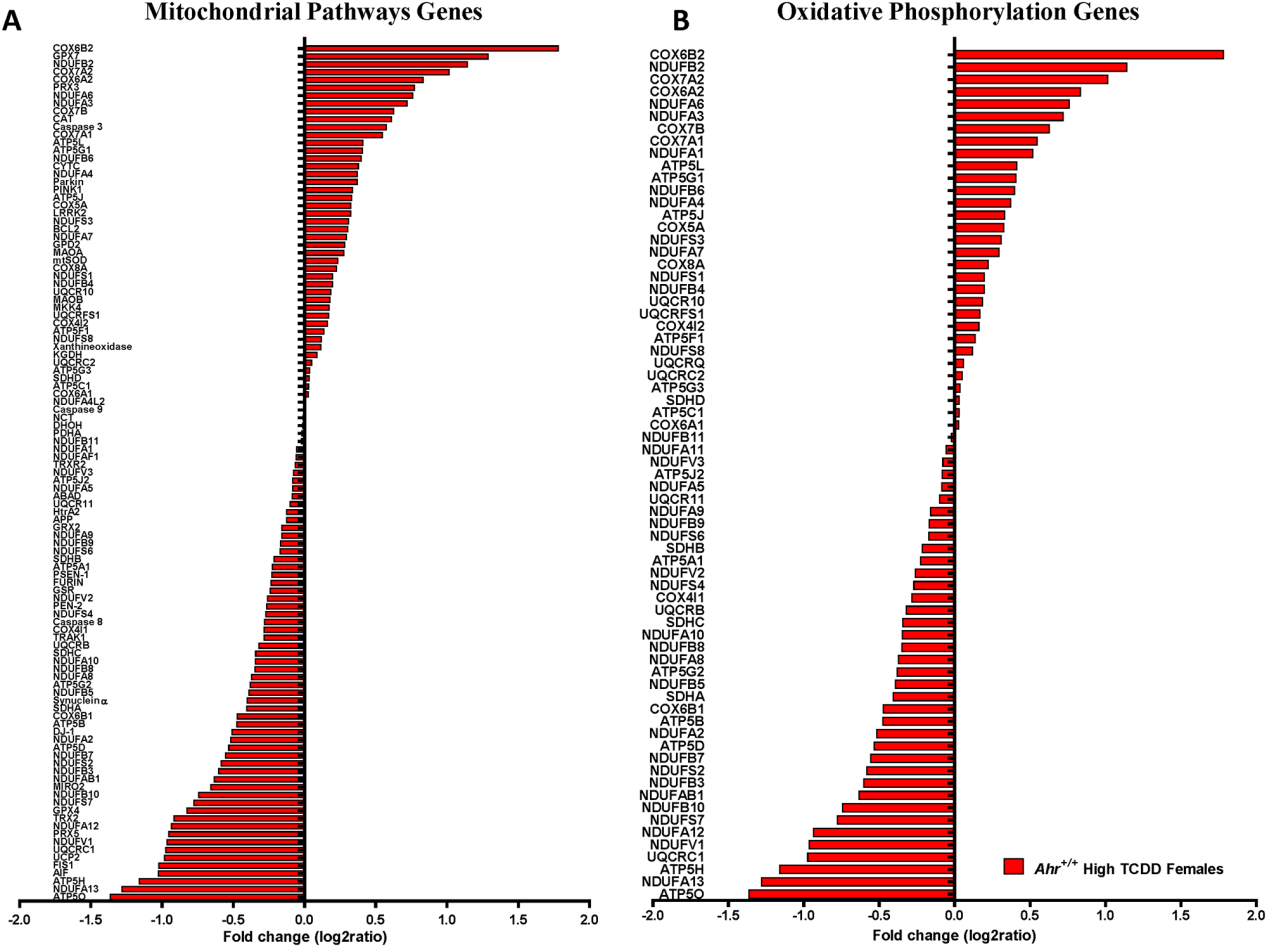
Mitochondrial dysfunction and altered oxidative phosphorylation genes in the adult heart as a result of in utero disruption of AHR signaling. Fold change of expression of significantly altered genes in (A) functional mitochondrial pathways and (B) oxidative phosphorylation (B) at 10 months of age (PND 300) of high dose TCDD-exposed *Ahr* ^+/+^ female adult hearts.

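*Cox14* (Entrez 66379, chromosome 15 of GRCm38 from 99725618 to 99728136) was read at 65.3 ± 4.68 CPM (SD, n = 3) in naïve female ventricles and at 135 ± 31.9 CPM after high-dose TCDD, and *Mrpl12* (Entrez 56282, chromosome 11 from 120484637 to 120488754) at 88.0 ± 10.6 and 171 ± 14.1 CPM. Their log2 fold changes were 1.24 (standard error 0.176, adjusted p = 0.00108) and 1.15 (standard error 0.138, adjusted p = 0.000444) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The settings planned beforehand gave adjusted p-values from 1.9e-09 to 0.0289 and from 5.93e-12 to 0.0274. At the low dose the log2 fold changes were 1.23 and 1.19, each with an adjusted p of 0.14 by the same test. Without the low-dose library numbered 48 they were 1.43 and 1.44, which passed 0.05. In ventricles of *Ahr* -/- females they were 0.45 and 0.39 (adjusted p = 0.517 and 0.515 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Sex-by-group interactions at the high dose had adjusted p-values of 0.992 and 0.987 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.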

Changes in two of the mitochondrial pathway genes, *Cox14* and *Mrpl12*, which we found to be dysregulated in embryo hearts as a result of AHR disruption [27] persisted in the adult hearts. *Cox14* (Cytochrome C Oxidase Assembly Homolog 14), encodes a protein central to the synthesis and assembly of Complex IV and has been associated with mitochondrial Complex IV deficiency [58]. *Mrpl12* (Mitochondrial Ribosomal Protein L12) encodes a nuclear-encoded mitochondrial ribosomal protein essential for mitochondrial protein synthesis [59] that has been associated with disturbed mitochondrial function and dilated cardiomyopathy [60]. In addition, members of the UCP uncoupling protein family were also among the dysregulated mitochondrial function genes. 

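In the RNA.seq counts of high-dose TCDD-exposed female ventricles, *Ucp2* (Entrez 22228, chromosome 7 of GRCm38 from 100493337 to 100499629) rose from 48.8 ± 12.4 to 85.0 ± 8.90 CPM (SD, n = 3). The log2 fold change was 0.99 (standard error 0.144, adjusted p = 0.00102 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with adjusted p-values from 6.53e-08 to 0.0424 over the settings planned beforehand. *Ucp3* had a log2 fold change of -0.23 (standard error 0.321, adjusted p = 0.659 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which ran from -0.55 without the high-dose library numbered 44 to 0.05 without the one numbered 43. *Ucp1* had too few counts to test in these ventricles. In the other 17 comparisons 0 members of the family passed 0.05 over all genes, with 13 unadjusted p-values under 0.05, and 7 calls in 7 comparisons were made when adjusted over the list alone. The interaction with sex at the high dose in ventricles had adjusted p-values of 0.997 for *Ucp2* and 0.952 for *Ucp3* by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Before adjustment the p-values of this test were 0.923 and 0.0376.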

Gene expression levels of the three members, *Ucp1*, *Ucp2*, and *Ucp3*, were measured by qRT-PCR in atria and ventricles of all experimental males and females. No significant differences or trends were noted for *Ucp1* (Fig 6A). *Ucp2* mRNA levels were significantly increased in the ventricles of *Ahr* ^*-/-*^ females and in *Ahr* ^*+/+*^ females exposed to either dose of TCDD (Fig 6B). *Ucp3* mRNA levels were about 4- to 5-fold significantly increased in the right atrium of *Ahr* ^*-/-*^ and high and low dose TCDD-exposed males, respectively; a similar albeit not statistically-significant trend was noted in the left atrium of *Ahr* ^*-/-*^ and high and low dose TCDD-exposed males. In the ventricles, *Ucp3* mRNA levels were about 2- to 3-fold significantly increased in *Ahr* ^*-/-*^ and high and low dose TCDD-exposed males (Fig 6C).

**Fig 6:**
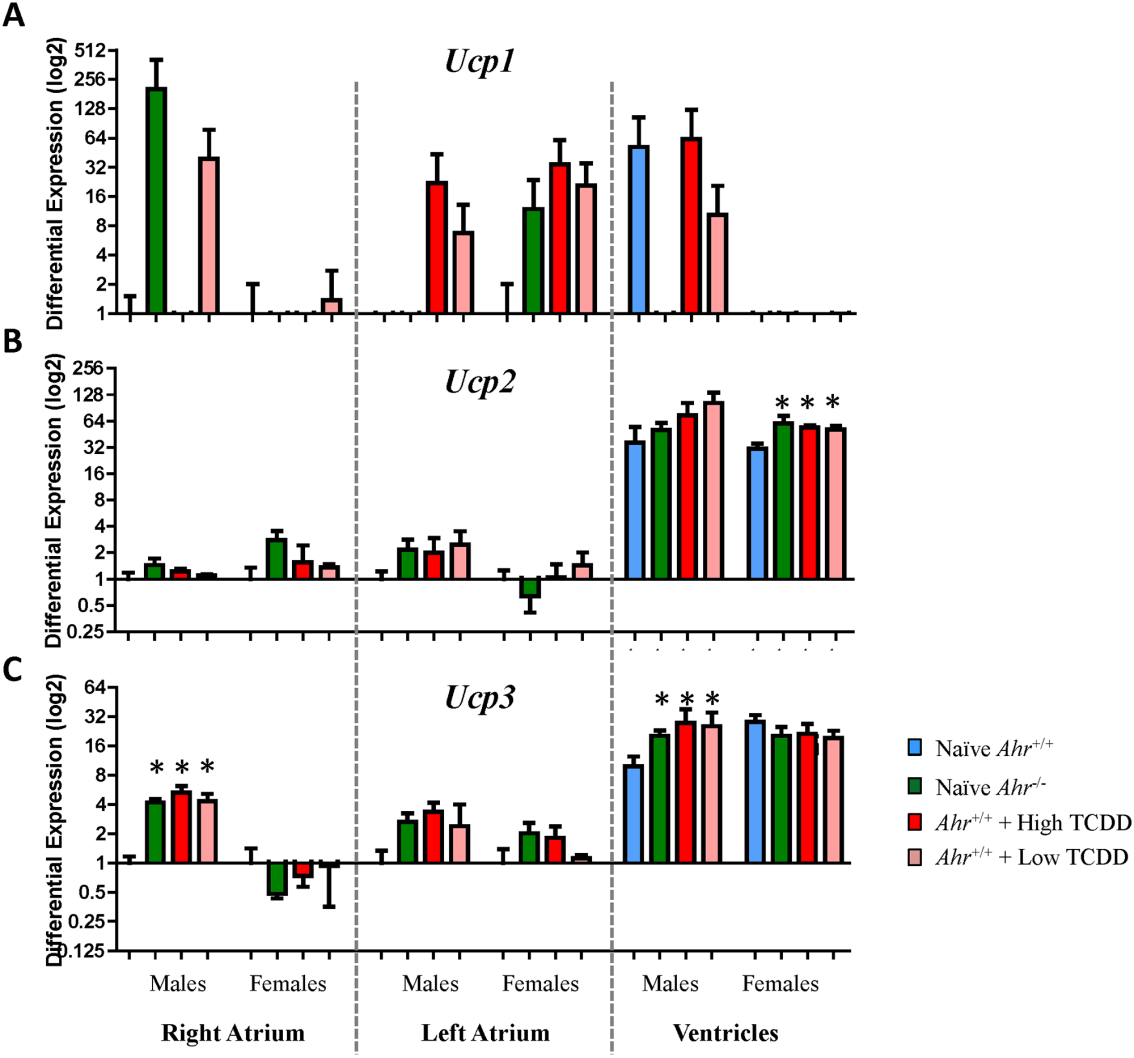
Uncoupling proteins are differentially expressed following in utero disruption of AHR signaling. Fold change of expression of *Ucp1* (A), *Ucp2* (B), and *Ucp3* (C) at 10 months of age (PND 300) of naïve *Ahr* ^+/+^ and *Ahr* ^*-/-*^ and high and low dose TCDD-exposed mice.

Hearts from *Ahr* ^*-/-*^ and high- and low-dose TCDD-exposed *Ahr* ^*+/+*^ mice were examined for quantity and quality of heart mitochondria. A relative quantification of mitochondria, as determined from the ratio of mtDNA to nuclear DNA, revealed that hearts from females exposed *in utero* to high-dose TCDD had a statistically significant 1.75-fold higher mitochondrial abundance relative to naïve *Ahr* ^*+/+*^ females (Fig 7A). No other comparison showed statistical significant, even though exposed wild-type males showed a trend of an increase over control that did not reach significance (Fig 7A). Ultrastructurally, although no alterations to individual mitochondria morphology were noticed, the increase in relative mitochondria numbers correlated with a slightly higher sarcoplasm density in ventricular cardiomyocytes of females gestationally-exposed to high-dose TCDD (Fig 7B).

**Fig 7:**
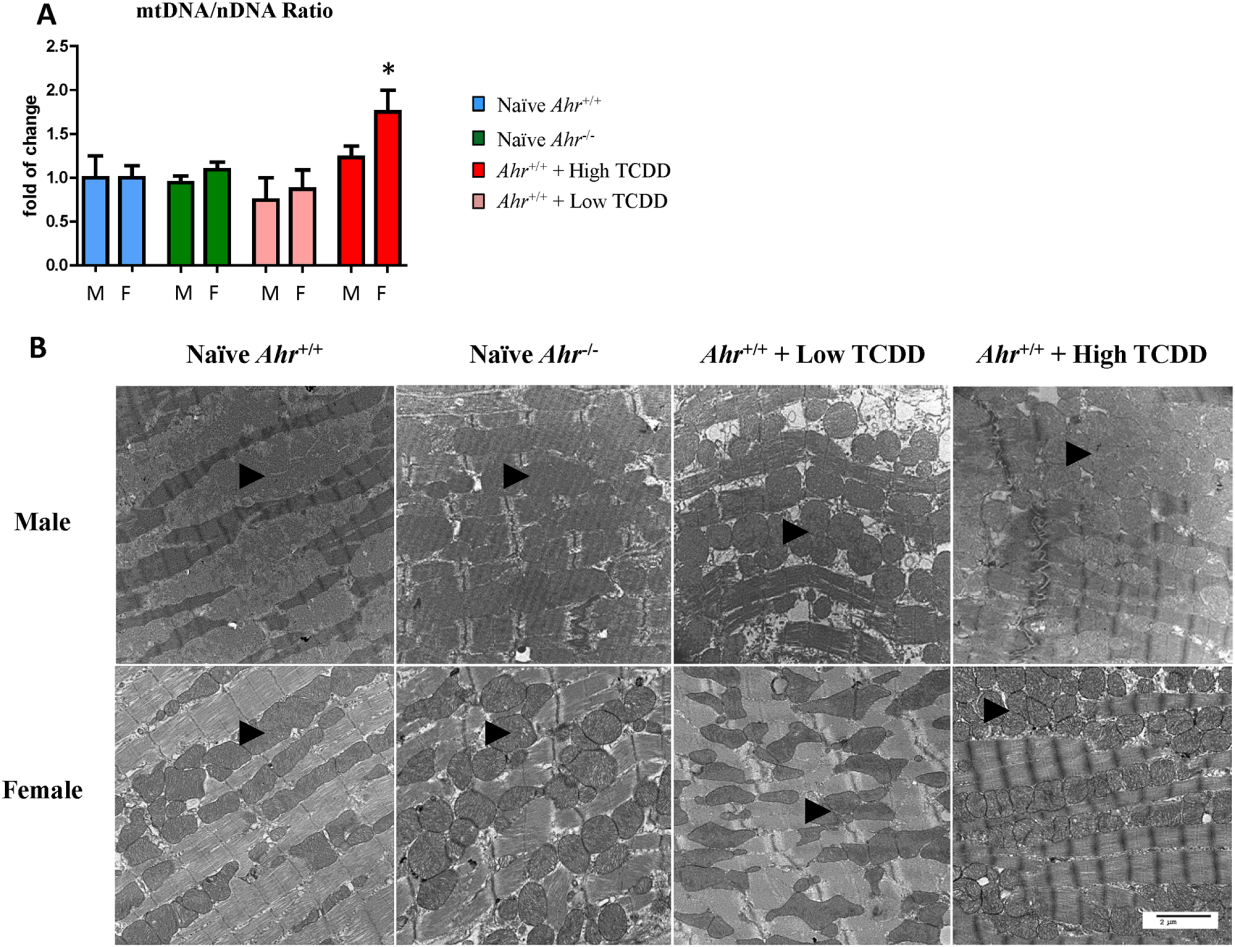
Disruption of AHR signaling induces changes in mitochondria abundance and structure. (A) Quantification of heart mitochondrial DNA relative to nuclear DNA, defined as the ratio of mtDNA to nDNA ratio at 10 months of age (PND 300) and expressed as the mean fold change relative to naïve *Ahr* ^*+/+*^ hearts ± SEM; * p≤0.05. (B) Ultra-thin sections of embryonic hearts collected at 10 months of age from *Ahr* ^*-/-*^ and *Ahr* ^*+/+*^, either naïve or exposed to high or low dose ligand *in utero*, were used for transmission electron microscopy evaluation of the embryonic heart ultrastructure. Illustrative photomicrographs showing the density of mitochondria (*arrowheads*) within the cardiomyocyte sarcoplasm in *Ahr* ^*-/-*^ and in high and low dose TCDD-exposed *Ahr* ^*+/+*^ mice compared to naïve *Ahr* ^*+/+*^. Uranyl acetate and lead citrate stain. Scale bar = 2 μm.

In sum, developmental AHR signaling disruption *in vivo* results in altered mitochondrial homeostasis as characterized by aberrant expression of genes belonging to mitochondrial function and oxidative phosphorylation, and correlative increase in relative and ultrastructural mitochondrial abundance in females gestationally-exposed to high-dose TCDD.

## Discussion

To gain further insight into the role of the Ah receptor in the potential gene-environment interactions underlying adult cardiovascular health, we induced AHR disruption, by genetic ablation or by ligand-induced down-regulation, during *in utero* cardiogenesis [27] and followed the mice into adulthood. We find that developmental interference with endogenous AHR functions causes molecular, structural, and functional departures from homeostasis in the adult hearts; some of the alterations are reminiscent of the alterations observed under similar conditions in the embryonic mouse heart [27]. However, unlike the embryonic hearts, which showed extensive similarities between *Ahr* genetic ablation and ligand-induced down-regulation, the adult hearts from the same mice showed a limited number of similarities and this were more evident in the female adult *Ahr* ^*-/-*^ mice than in the males. 

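Log2 fold changes of *Ahr* -/- and of each TCDD dose were correlated across genes within each sex and compartment, which gives 12 pairs. Each pair shares its naïve libraries, so a positive value arises without any effect. Simulated groups with no effect, drawn 5 times for each pair, gave mean r from 0.498 to 0.522. The measured Pearson's r ranged from 0.348 (high dose, female right atrium) to 0.662 (high dose, female left atrium). It lay above the highest of the simulated values for its pair in 7 pairs and below the lowest in 4. The median over the 6 pairs of females was 0.62, with a range from 0.348 to 0.662, and over those of males 0.546, from 0.426 to 0.661; the difference between the sexes was not tested. Leaving out 1 library moved r widely. In the female right atrium at the high dose it was 0.042 without the high-dose library numbered 12 and 0.599 without the naïve library numbered 3. Genes are not independent replicates, and the simulation draws each gene independently, so it understates the spread. It also holds no trend with GC content or transcript length. In the data both trends had the same sign in all 18 comparisons. A shared trend could raise r, so values above the simulated ones are not evidence of a shared effect. In the female right atrium and the male ventricle, 1 library of each group has sex-linked genes opposite to its label. Libraries with the atrial gene *Myl4* within the range of ventricles enter the atrial pairs: 4 and 11 in the female right atrium, 23 and 24 (*Ahr* -/-) in the female left atrium, and 1 of each group in the male left atrium.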

A summary of these observations is shown in Table C in S1 File.

At 10 months of age, adult *Ahr* ^*-/-*^ male and female mice had pronounced hypertrophic cardiomyopathy evidenced by increased heart weight, ventricular mass myofiber cross-sectional area, interstitial fibrosis, and diastolic left ventricle volume. *Ahr* ^*-/-*^ males had slightly decreased resting heart rates and there were no significant blood pressure differences in *Ahr* ^*-/-*^ males or females. Even though the magnitude of change of interstitial fibrosis is not likely to be a major contributor to the observed increased in heart weights, it is evidence of ongoing myocardial remodeling with loss of contractile myofiber units and replacement with non-contractile and non-conducting supporting matrix. While the heart function in *Ahr* ^*-/-*^ mice was largely compensated at resting conditions, as judged from the lack of correlative decreases in ejection fraction, there was a major effect exercise endurance under strenuous forced running. Overall, these findings are in agreement with previous findings in *Ahr* knockout mice [30], although the progressive left ventricular dilation and the higher severity in *Ahr* ^*-/-*^ females specifically have not been previously reported. Sex- and ethnicity-dependent dimorphic differences in the prevalence of cardiac disease have been epidemiologically attributed to social and socio-economic reasons [61] and differences in the outcomes of cardiac disease complications have been reported [4].

At 10 months of age, males exposed to high-dose TCDD had a milder cardiac phenotype characterized by slightly decreased left ventricle mass from PND150 onwards, and decreased diastolic left ventricle volume at PND270. These findings generally correlated with a larger proportion of cardiac myofibers having smaller cross-sectional area, corroborating that AHR disruption through exposure to a potent ligand like TCDD results in decreased myocardial mass, as described previously [16,27,62]. High- and low-dose exposure to TCDD in males and females also had significantly increased systolic and mean blood pressure at PND 270, and the males had increased resting heart rates. AHR-mediated increases in systemic blood pressure have been previously documented [63], although this study may represent the first correlation between *in utero* AHR disruption and altered blood pressure in the adult. In and of itself, chronic hypertension is a highly prevalent and one of the most powerful contributors to cardiovascular disease in humans [64,65].

In spite of the absence of overt echocardiographic functional alterations, males and females exposed to high-dose TCDD also displayed decreased exercise endurance under strenuous forced running, similar to what we noted in *Ahr* ^*-/-*^ mice. Exercise endurance is a complex phenotype determined by the collective contributions of the central nervous system, cardiovascular and respiratory systems, and skeletal muscle, as well as systemic metabolism [44], where the cardiovascular system and energy metabolism critically contribute to positive exercise outcomes. Specifically, tissue perfusion, a direct consequence of preserved cardiovascular homeostasis, and mitochondrial capacity are tightly correlated with positive exercise outcomes [66]. Our observations suggest that AHR disruption impairs exercise endurance via mechanisms which include, but are not limited to, the cardiovascular system and energy metabolism. A more focused analysis must await data from heart-specific *Ahr* knockout mice. In agreement with this notion, genes important to maintain cardiac structural homeostasis, contractility, promotion of cardiac hypertrophy, and regulation of cardiomyocyte energy homeostasis had significantly altered levels of expression in the TCDD-exposed female hearts, but not in *Ahr* ^*-/-*^ hearts or in TCDD-exposed males. Down-regulated pathways were annotated to heart damage, function, and contractility, while up-regulated pathways included hypoxia signaling in the cardiovascular system, calcium signaling, mitochondrial dysfunction, oxidative stress response, and hormone nuclear receptor signaling. Upstream regulators predicted to explain these effects included critical players such as *Hand2* and miR-155, which have been associated with congenital heart disease [67] and hypertrophic cardiomyopathy [46], respectively.

Surrogate calcium handling protein networks contributed modestly to the AHR-disruption driven altered myocardial structure in *Ahr* ^*-/-*^ and TCDD-exposed mice with only slightly altered expression of key calcium-handling networks noted at the mRNA (decreased *Slc8a2*, *Ryr2*, and *Pln*) and protein (increased NCX) levels. Increased NCX levels have been linked to the genetic reprogramming that underlies cardiac remodeling and hypertrophy [68]. When compared to the transcriptome of embryonic hearts after AHR signaling disruption *in utero* [27], the adult transcriptome bears no striking signature of persistent genes, though expression of some genes, such as *Col5a3*, *Nppa*, *Cox14*, *Mrpl12*, and *Wdr83*, persisted in some experimental groups and are annotated to cardiovascular ontogenies or mitochondrial function.

Mitochondrial function and oxidative phosphorylation pathways were significantly down-regulated in TCDD-exposed *Ahr* ^*+/+*^ female but not male hearts, nor in *Ahr* ^*-/-*^ mice of either sex, once more illustrating a more pronounced phenotype in females. Sex-related differences have been observed in cardiovascular diseases in humans and dimorphic gene expression has been recently observed in the expression of mitochondrial genes in young and old rats [69], although information regarding differential mitochondrial activity and development of cardiac diseases between the sexes is lacking in both humans and laboratory animals. Dimorphism is unlikely to result from a single unifying mechanistic model, but rather from the integration of multiple mechanisms involving hormonal regulation of gene expression, associated with estrogen levels.

Members of the mitochondrial uncoupling family (UCP), Ucp2 and Ucp3, were up-regulated in one or more heart compartments of *Ahr* ^*-/-*^ and high- and low-dose TCDD-exposed mice, which suggests a compensatory response, as UCP2 is typically decreased in expression in the failing heart [70]. These findings are in line with previous studies showing that AHR disruption is associated with mitochondrial dysfunction [27,50] and with UCP dysregulation [71]. The observed molecular alterations to mitochondrial function and oxidative phosphorylation were accompanied by a slight increase in mitochondria abundance, similar to previous observations in embryos [27], limited to high-dose TCDD-exposed female hearts and without accompanying mitochondrial ultrastructural abnormalities.

## Conclusions

The immediate effects triggered in the embryo by the disruption of endogenous AHR functions do not seem to subside with age but rather diverge and diversify into multiple directions encompassing pathways controlling cardiomyocyte structure and function, including hypertrophy signaling and mitochondrial function, ultimately resulting in compensated adult cardiomyopathy. Multiple interconnected compensatory responses are likely at play in the adult heart to cope with the developmental setbacks resulting from AHR-disruption. Seemingly, constitutive ablation of the AHR yields sustained and more complex molecular departures from homeostasis, relative to pharmacological disruption of the receptor, which ultimately translates into a more severe adult phenotype. In addition, maternal cardiovascular dysfunction and abnormal placental development may contribute to the more pronounced phenotype in *Ah*r^-/-^ mice. Interestingly, across all endpoints evaluated, a majority of the findings driven by AHR disruption described in this study are generally more pronounced in females than in males, underscoring the sexual dimorphism of the phenotypes. Unlike in the embryonic heart, where AHR ablation and dowregulation by ligand appear to follow parallel pathways, these two conditions are substantially more divergent in the adult heart. While no overt cardiac insufficiency was observed at 10 months of age, our findings suggest that the compensatory mechanisms at play may be insufficient to cope with added environmental stressors. Our findings extend our understanding of the central role of the AHR signaling network in cardiovascular function and dysfunction, which makes it an important gene-environment nexus in environmental cardiac injury.

## Supporting Information

S1 File Materials and Methods. **Figs A-E**. (A) Experimental design for gestational exposure to the prototypical AHR ligand (TCDD). (B) Body weight (grams) from naïve *Ahr* ^*+/+*^, low- and high-dose ligand-exposed *Ahr* ^*+/+*^, and *Ahr* ^*-/-*^ males and females at the indicated age (in days). Mean ± SEM. (C) Echocardiographic assessment of aorta diameter (μm) from naïve *Ahr* ^*+/+*^, ligand-exposed *Ahr* ^*+/+*^, and *Ahr* ^*-/-*^ males and females at the indicated age (in days). Mean ± SEM; * p≤0.05. (D) Mean blood pressure (mmHg) from naïve *Ahr* ^*+/+*^, ligand-exposed *Ahr* ^*+/+*^, and *Ahr* ^*-/-*^ males and females at 9 months (post natal day [PND] 270). Mean ± SEM; * p≤0.05. (E) RNA.seq data analysis design for adult heart transcriptome at PND 300 and comparison relative to embryo heart (i.e., persistent genes) transcriptome at either E13.5, E15.5, or E18.5. **Table A**: Identity of genes differentially expressed in the embryo at either E13.5, E15.5, or E18.5 which persisted in the adult hearts at post natal day (PND) 300. **Table B**: Identity, function, targets, and fate of selected cardiovascularsignaling pathways genes and proteins in cardiac hypertrophy and failure. **Table C**: Summary of cardiovascular findings related to developmental *Ahr* disruption in male and female mice. Arrow up = upregulated/increased, arrow down = downregulated/decreased, “↔” = not affected.
(DOCX) Click here for additional data file.

# Supplementary material for: Disruption of Ah Receptor Signaling during Mouse Development Leads to Abnormal Cardiac Structure and Function in the Adult
**Source:** PLoS One. 2015 Nov 10;10(11):e0142440. doi: 10.1371/journal.pone.0142440
**Supplement:** S1 File — Figs A-E. (A) Experimental design for gestational exposure to the prototypical AHR ligand (TCDD). (B) Body weight (grams) from naïve Ahr +/+, low- and high-dose ligand-exposed Ahr +/+, and Ahr -/- males and females at the indicated age (in days). Mean ± SEM. (C) Echocardiographic assessment of aorta diameter (μm) from naïve Ahr +/+, ligand-exposed Ahr +/+, and Ahr -/- males and females at the indicated age (in days). Mean ± SEM; * p≤0.05. (D) Mean blood pressure (mmHg) from naïve Ahr +/+, ligand-exposed Ahr +/+, and Ahr -/- males and females at 9 months (post natal day [PND] 270). Mean ± SEM; * p≤0.05. (E) RNA.seq data analysis design for adult heart transcriptome at PND 300 and comparison relative to embryo heart (i.e., persistent genes) transcriptome at either E13.5, E15.5, or E18.5. Table A: Identity of genes differentially expressed in the embryo at either E13.5, E15.5, or E18.5 which persisted in the adult hearts at post natal day (PND) 300. Table B: Identity, function, targets, and fate of selected cardiovascularsignaling pathways genes and proteins in cardiac hypertrophy and failure. Table C: Summary of cardiovascular findings related to developmental Ahr disruption in male and female mice. Arrow up = upregulated/increased, arrow down = downregulated/decreased, “↔” = not affected.

**Disruption of Ah Receptor Signaling during Mouse Development Leads to Abnormal Cardiac Structure and Function in the Adult**

Vinicius S. Carreira^1^, Yunxia Fan^1^, Hisaka Kurita^1^, Qing Wang^1^, Chia-I Ko^1^, Mindi Naticchioni^2^, Min Jiang^2^, Sheryl Koch^2^, Xiang Zhang^1^, Jacek Biesiada^1^, Mario Medvedovic^1^, Ying Xia^1^, Jack Rubinstein^2^, and Alvaro Puga^1,^ ^*^

**Supplemental File S1 - List of Contents**

**Supplemental Materials and Methods**

- 1. Animals and Treatments
  2. RNA.seq analysis

**Supplemental Figures**

- 1. Figures A-E

**Supplemental Tables**

- 1. Table A
  2. Table B
  3. Table C

**Materials and Methods**

1. **Animals and Treatments**

All experiments were conducted using the highest standards of humane care in accordance with the NIH Guide for the Care and Use of Laboratory Animals and were approved by the University of Cincinnati Institutional Animal Care and Use Committee. C57BL/6J mice used in these experiments were originally purchased from the Jackson Labs and thereafter maintained in our colony. C57BL/6J mice were housed in a pathogen-free animal facility under a standard 12-hour light/12-hour dark cycle with *ad libitum* water and chow. *Ahr^-/-^*mice crossed for 7 generations into a C57BL/6J background were initially purchased from Jackson labs and thereafter maintained to date in our laboratory into the C57BL/6J genetic background (for about 14 years). On gestation day (GD) 7.5 pregnant *Ahr*^+/+^ dams were treated by oral gavage with either corn oil (vehicle) or with TCDD (0.1 or 1 μg/kg of maternal weight) in corn oil vehicle, which was repeated on embryo days E9.5 and E11.5; *Ahr*^-/-^ pregnant dams remained untreated throughout gestation.

1. **RNA.seq analysis**

Following euthanasia, hearts were immediately harvested and rinsed with RNA-Later (Ambion). Each heart was microdissected into right atrium, left atrium, and ventricles. Individual samples were stored in 200 µL of RNA-Later at -80°C until RNA extraction. Total RNA was extracted with the RNeasy Mini Kit with Proteinase K and DNAse steps (QIAGEN).

All steps of library construction, cluster generation, and HiSeq (Illumina) sequencing were performed with biological triplicate samples by the Genomics Sequencing Core of the Department of Environmental Health, University of Cincinnati. Library construction was done with the TruSeq RNA sample preparation kit (Illumina) using 1 μg of total RNA, with RNA integrity number ≥ 7.0 as determined with an Agilent 2100 Bioanalyzer (Agilent Technologies) to purify poly-A–containing mRNA with oligo-dT–attached magnetic beads. The purified mRNA was enzymatically fragmented, with random hexamers primed for first and second strand cDNA synthesis, followed by purification using Agencourt AMPure XP beads (Beckman Coulter). Overhangs in the double-strand cDNA were blunt-ended by end repair and adenylated with a single A-nucleotide at the 3´ end to prevent self-ligation in the following ligation step. AMPure XP bead-purified fragments were ligated to sample-specific indexing adapters and enriched by 10 cycles of PCR using adapter-specific primers. A 1-μL aliquot of purified PCR product (from a total sequencing library of 30 μL) was analyzed in an Agilent bioanalyzer using a DNA 1000 chip to check DNA size (~ 260 bp) and yield. To quantify the library concentration for clustering, the library was diluted 1:100 in a buffer containing 10 mM Tris-HCl, pH 8.0, and 0.05% Tween 20, and analyzed by quantitative PCR (qPCR) with a KAPA Library Quantification kit (KapaBiosystems) using an ABI 9700HT real-time PCR machine (Applied Biosystems). Equal amounts of six individually indexed cDNA libraries were pooled for clustering in an Illumina cBot system flow cell at a concentration of 8 pM using Illumina’s TruSeq SR Cluster Kit v3, and sequenced for 50 cycles using a TruSeq SBS kit on the Illumina HiSeq system. Each sample generated approximately 30 million sequence reads. Sequence reads were demultiplexed and exported to fastq files using CASAVA 1.8 software (Illumina). The reads were then aligned to the reference genome (mm10) using TopHat aligner. The counts of reads aligning to each gene’s coding region were summarized using ShortRead and associated Bioconductor packages (GenomicFeatures, IRanges, GenomicRanges, Biostrings, Rsamtools) for manipulating and analysis of next-generation sequencing data and custom-written R programs.

Differential gene expression analysis between *Ahr*^+/+^ and *Ahr*^-/-^ hearts or between AHR ligand-exposed and naïve *Ahr*^+/+^ hearts was performed separately. Statistical analyses were performed to identify differentially expressed genes for each comparison using the negative-binomial model of read counts as implemented in the Bioconductor DESeq package. Significant genes were selected based on a false-discovery rate–adjusted p-value < 0.0001. RNA.seq data was further analyzed with the RNA.seq data using Ingenuity Pathway Analysis (IPA; Ingenuity® Systems, http://www.ingenuity.com).

**Supplemental Figures**

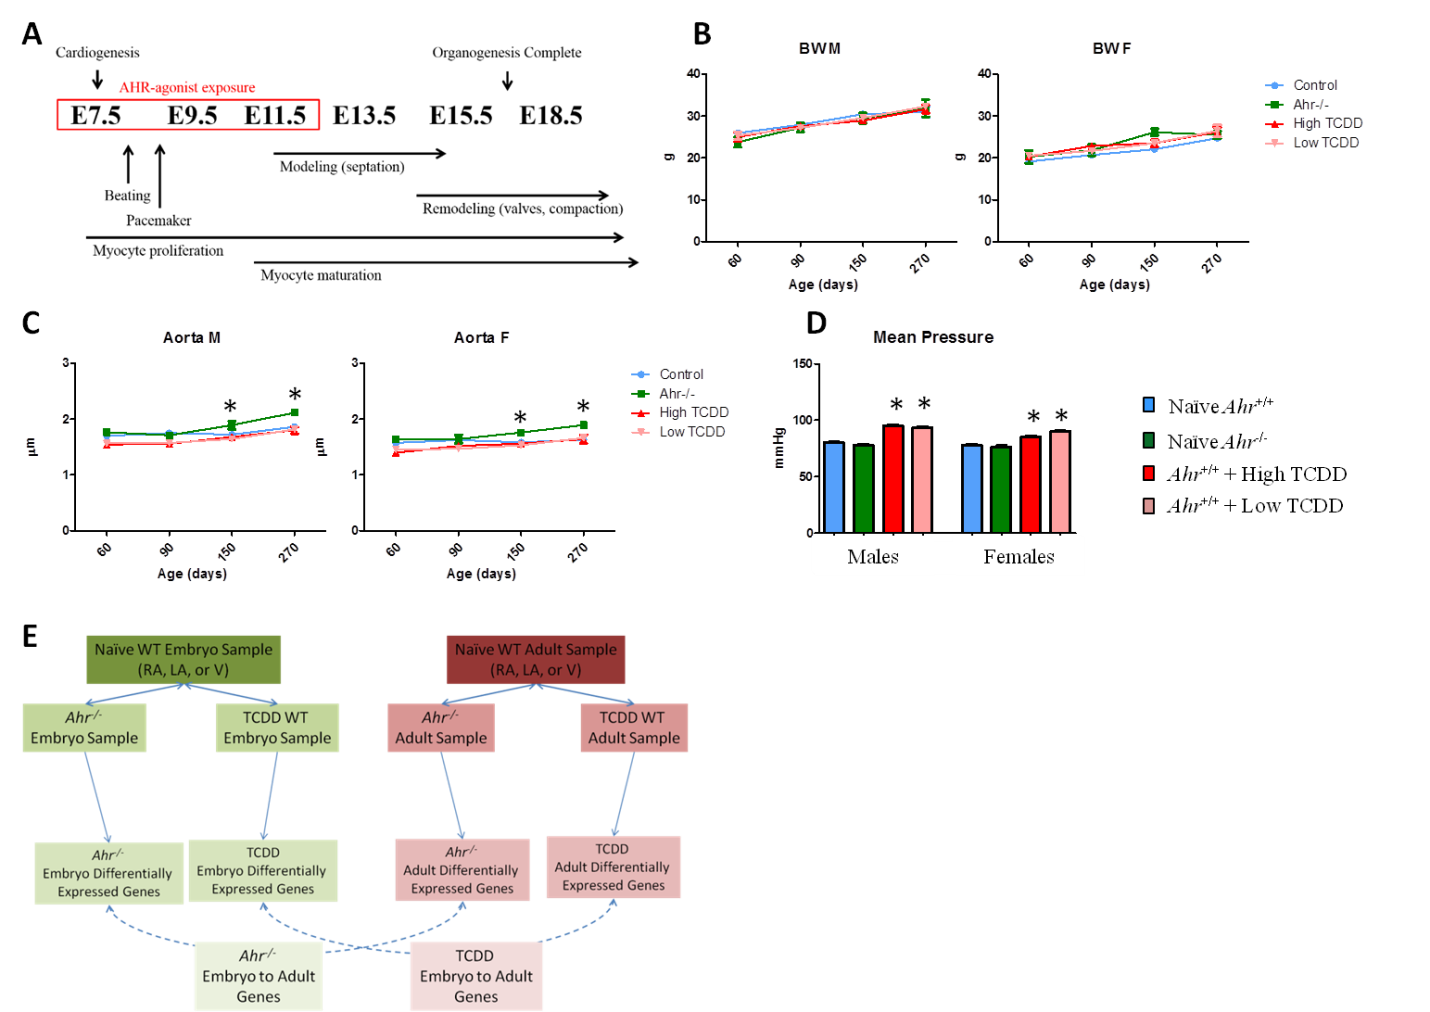

1. S1 Figures A-E - (A) Experimental design for gestational exposure to the prototypical AHR ligand (TCDD). (B) Body weight (grams) from naïve *Ahr^+/+^,* low- and high-dose ligand-exposed *Ahr^+/+^*, and *Ahr^-/-^* males and females at the indicated age (in days). Mean ± SEM. (C) Echocardiographic assessment of aorta diameter (µm) from naïve *Ahr^+/+^,* ligand-exposed *Ahr^+/+^*, and *Ahr^-/-^* males and females at the indicated age (in days). Mean ± SEM; * p≤0.05. (D) Mean blood pressure (mmHg) from naïve *Ahr^+/+^,* ligand-exposed *Ahr^+/+^*, and *Ahr^-/-^* males and females at 9 months (post natal day [PND] 270). Mean ± SEM; * p≤0.05. (E) RNA.seq data analysis design for adult heart transcriptome at PND 300 and comparison relative to embryo heart (i.e., persistent genes) transcriptome at either E13.5, E15.5, or E18.5.

**Supplemental Tables**

1. S1 Table A- Identity of genes differentially expressed in the embryo at either E13.5, E15.5, or E18.5 which persisted in the adult hearts at post natal day (PND) 300.

1. S1 Table B- Identity, function, targets, and fate of selected cardiovascular signaling pathways genes and proteins in cardiac hypertrophy and failure.

S1 Table C: Summary of cardiovascular findings related to developmental *Ahr* disruption in male and female mice. Arrow up = upregulated/increased, arrow down = downregulated/decreased, “↔ “ = not affected

|  | | **Male** | | **Female** | |
| --- | --- | --- | --- | --- | --- |
| **Ahr Disruption Condition** | | ***Ahr^-/-^*** | **TCDD** | ***Ahr^-/-^*** | **TCDD** |
| Molecular Findings  (affected networks) | Congenital Heart Anomaly | ↔ | ↔ | ↔ | 🡹 |
|  | Cardiac Homeostasis | ↔ | 🡻 | 🡻 | 🡻 |
|  | Cardiac Stress | ↔ | ↔ | ↔ | 🡹 |
|  | Mitochondrial Dysfunction | 🡹 | 🡹 | 🡹 | 🡹 |
|  | Energy Metabolism | ↔ | ↔ | ↔ | 🡻 |
| Heart Structure | Heart Weight | 🡹 | ↔ | 🡹 | 🡹 |
|  | LV Mass | 🡹 or ↔ | 🡹 or ↔ | 🡹 | ↔ |
|  | LV Volume | 🡹 | 🡹 or↔ | 🡹 | ↔ |
|  | Myofiber Size | ↔ | 🡹 | 🡻 | ↔ |
|  | Fibrosis | 🡹 | 🡹 | 🡹 | 🡹 |
| Heart Function | Heart Rate | ↔ | 🡹 | 🡻 | ↔ |
|  | Blood Pressure | ↔ | 🡹 | ↔ | 🡹 |
|  | Endurance | 🡻 | 🡻 | 🡻 | 🡻 or↔ |
| Mitochondria | Oxidative Phosphorylation | ↔ | ↔ | ↔ | 🡻 |
|  | Mitochondrial Abundance | ↔ | ↔ | ↔ | 🡹 |

How the deposited data were processed for this re-analysis (not part of the article)

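Hearts of male and female mice were separated by the authors into right atrium, left atrium and ventricles, and RNA of each was sequenced in 72 libraries: 4 groups, 3 compartments, 2 sexes and 3 libraries each. The counts are raw whole numbers of reads per gene; the authors aligned the reads to mm10 with TopHat and counted those on coding regions with Bioconductor packages, as their supplement states, and no normalization was applied before deposit. The annotation release, the handling of strands and the handling of reads with several alignments are not named in the paper's text. Each heart gave the 3 compartments, so libraries of different compartments are not independent across mice; the labels do not state which share a heart. Samples were grouped by the labels of the deposited columns, with doses, ages and gavage days taken from the paper where the labels differ. The treatment entries name TCDD for all 72 samples, naïve and *Ahr* -/- included; naïve mice were taken as those also marked as controls, and *Ahr* -/- mice as unexposed, as the paper's supplement states. The labels' doses carry no unit and were read as those of the paper.

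Of 24237 gene identifiers, 24155 were matched to a symbol in a RefSeq gene table and 7 more by GENCODE, while 75 have no symbol and hold 3.89% of the counts. No count was found in any library for 3065 genes. The largest single gene, an identifier without symbol, holds 3.66% of all counts. It is the largest gene in 24 of the 24 libraries numbered 49 to 72, with 2.67% to 14.0% of a library's counts, and in 5 of the 48 others, with at most 5.75%. In high-dose female ventricle it holds 14.0% of library 66, against 6.42% of the naïve library 54. Median totals were 16762162 in libraries 1 to 48 and 21151540 in libraries 49 to 72. The smallest and the largest library hold 11873417 and 28789382 counts, so that intervals and limits from counting are narrow for all but the rarest genes, and the spread between the 3 libraries of a group sets the precision.

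The tools were R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9. Each of the 18 comparisons was fitted separately with edgeR (filterByExpr with minimum count 10 and minimum total 15, TMM, robust dispersions, quasi-likelihood F test, Benjamini-Hochberg adjustment). Genes were called at an adjusted p under 0.0001 in counts of differentially expressed genes, the threshold of the paper, and at 0.05 for named genes, sets and interactions. Sex-by-group interactions were tested on 12 libraries in 9 models. Sets were tested with limma's camera on log2 CPM (prior count 2, preset correlation 0.01), adjusted over 9 sets and 18 comparisons, and again with fry and with an estimated correlation. A set of genes of the mitochondrial genome could not be tested. Set medians are differences of mean log2 CPM and so differ somewhat from medians of edgeR's log2 fold changes.

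The comparisons, tests, thresholds, gene lists and most alternatives were chosen before the data were examined. These alternatives were no filter on low counts, RLE normalization, scaling by library size only, all 4 groups in one fit, a term for the library series (numbers 1 to 48 against 49 to 72), DESeq2, a re-implementation of the first DESeq method, an adjusted p of 0.05, and each library left out in turn. Added after the data were seen were libraries 1 to 48 only, which leaves 2 against 2, and the removal of a trend with GC content or transcript length from each library (a natural spline with 5 degrees of freedom as an offset). Genes named are those the paper names, *Ahr*, *Cyp1a1*, the genes of the 5 longest bars in each direction of Fig 5B, and up to 2 genes of smallest adjusted p per comparison that passed 0.0001 without overlap; *Wdfy1*, *Mboat2* and the genes near *Ahr* were chosen after their values were seen.

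Correlations between effects of *Ahr* -/- and TCDD share naïve libraries, so groups without effect were simulated from negative binomial counts, 5 draws per pair. A first version of this simulation drew both groups around the mean of the real naïve libraries and gave no shared error; it was replaced after its values had been seen. A pair of high and low dose in female ventricle was added to it after the data were seen. Genes are drawn independently in it, and it holds no trend with GC content or transcript length. Lists of marker genes for adipocytes, lung, blood, B cells (4 of 5 symbols were found), T cells, skeletal muscle, smooth muscle and immediate early genes were summed per library. Bars of Fig 4 and Fig 6 and values of Fig 5B were read by eye. All of Fig 6 and 16 of the 24 bars of Fig 4 were read after the data were examined. An early version of the Fig 6 readings held values at the ratios of mean CPM, and it was rewritten once to the values first recorded.

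The methods were tested on simulated data with 200 changed genes. EdgeR's test, on 14040 genes, recovered 59.5% of them at 0.0001 with 0 false calls, and 95% at 0.05 with 9 false calls. The interaction test, on 14267 genes, recovered 71% at 0.05, and DESeq2, on 13566 genes, 80.5% at 0.0001. With no gene changed among 14030, 0 calls were made. The spread between libraries and the sizes of the changes were set for these simulations, not estimated from the libraries compared. All changed genes were well counted. The shares recovered are therefore not the power of the real comparisons. Simulated groups with a shared and with separate naïve libraries gave correlations of 0.522 and 0.003. The test of splits and the simulation of shared naïve libraries were run on the data before they were tested in this way.

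Embryo transcriptomes, protein measurements and the pathway annotations of IPA were not used here. No library was left out of the main comparisons, including 8 whose sex-linked genes are opposite to their label and 8 labelled atrium whose atrial genes are at the level of ventricles.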

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

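The test for a mixture of libraries, the test of ventricular tissue and the test of genes near *Ahr* were chosen only after these results were seen; the tests of exchanged labels by *Irx4* and *Myl4* and of clock genes were not.

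Libraries whose sex-linked genes contradict their label stood out, a signal the paper does not report on. The 4 libraries labelled female right atrium and numbered 50, 56, 62 and 68 had a Y-linked sum of at least 154.8 CPM, where libraries 1 to 48 labelled female reach 1.67 CPM at most. Their *Xist* was at most 0.83 CPM. The 4 labelled male ventricle and numbered 53, 59, 65 and 71 had *Xist* of at least 177 CPM, where males among libraries 1 to 48 reach 2.68 CPM, and Y-linked sums of at most 0.957 CPM. Those 4 had *Irx4* at 15.8 to 38.8 CPM, below the lowest ventricle of libraries 1 to 48 (41.1 CPM), as an exchange of labels would give. They also had *Myl4*, an atrial gene, at 704 to 3533 CPM, above the 675 CPM that is the highest of ventricles among libraries 1 to 48. A mixture of both sexes was tested by asking how many of the 8 have *Xist* and Y-linked genes both above the level of the other sex: 0 do, which argues against it. An exchange of labels that also reached the male left atrium would put ventricular levels of *Irx4* and *Myl4* in the 4 libraries labelled so and numbered 51, 57, 63 and 69. *Myl4* lay below the atrial range in 4 of 4 (2.21 to 4.57 CPM) and *Irx4* above it in 2 of 4, so that 2 were beyond the range in both genes. By this test, a mislabelled sample and a real difference between mice cannot be told apart for the 4 libraries labelled male left atrium. Atria and ventricles of libraries 1 to 48 overlap in *Irx4*, and these atria include the low libraries 4, 11, 23 and 24. The 40 libraries labelled atrium outside these 8 had *Myl4*, *Myl7* and *Nppa* of at least 621, 205 and 625 CPM. The 4 of the male left atrium had at most 4.57, 1.91 and 90.9 CPM. That argues against the spread between mice in those 40 as the cause. It does not tell a wrong label from ventricular tissue taken at dissection. No biological explanation for the sex-linked genes was tested. Each group of the female right atrium and male ventricle holds 1 such library, and each group of the male left atrium holds 1 of the 4 with low *Myl4*. Whether these libraries match across groups was not tested, and sex-by-group tests mix the sexes there.

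Libraries 1 to 48 have doubtful labels too. Of the 48 libraries labelled atrium, 8 had *Myl4* under 100 CPM, a limit set after the values were seen: the 4 of the male left atrium, and libraries 4 (naïve female right atrium, 10.3 CPM), 11 (high-dose female right atrium, 16.8 CPM), 23 and 24 (*Ahr* -/- female left atrium, 48.7 and 5.09 CPM). The other 40 had at least 621 CPM. Ventricular tissue in place of atrium would lower other atrial genes as well. *Myl7*, *Sln* and *Nppa* were all below every other library labelled atrium and within the range of ventricles of libraries 1 to 48 in 8 of the 8 (*Nppa* 35.3 to 110 CPM, against at least 625 CPM). Ventricular tissue in these 8 libraries, by dissection or by label, is a candidate explanation. A loss of atrial genes in these hearts was not tested. The naïve library 4 enters each comparison in the female right atrium. In the left atrium of *Ahr* -/- females 2 of 3 libraries are of this kind and 0 of the naïve ones, so differences there may be those of tissue and not of genotype.

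*Arntl* had a log2 fold change of 3.26 in the right atrium of high-dose females and 2.64 in that of high-dose males, outside the genes the paper discusses. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment the adjusted p-values were 0.755 and 0.168; with DESeq2 they were 1.15e-08 and 1.81e-08, which pass 0.0001. If time of day at collection were the cause, other clock genes would move with it. In the direction this predicts moved 5 of 6 genes in females and 6 of 6 in males. The same held for 5 of 6 in the right atrium of *Ahr* -/- females, *Ahr* -/- males and low-dose females and in the left atrium of high-dose females. The other 12 comparisons had 1 of 6 in the ventricles of high- and low-dose females and low-dose males and in the left atrium of low-dose females, and 2 to 4 of 6 in the rest. The 6 genes include some that moved little, such as *Clock* (-0.04) and *Nr1d1* (0.05) in the left atrium of high-dose males, and the count weighs all alike. Clock genes outside the 6, looked at after the count, were lower in every high-dose compartment: *Per2* from -2.50 (left atrium of males) to -0.85 (ventricles of females), *Nr1d2* from -1.45 to -0.84 and *Hlf* from -1.75 to -0.79. *Per3* and *Ciart* were lower in every high-dose compartment as well. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment *Nr1d2* and *Hlf* passed 0.05 in the ventricles of females (adjusted p = 0.0275 and 0.0235). With DESeq2 *Per2*, *Nr1d2* and *Hlf* passed 0.0001 in the left atrium of males (3.21e-07, 3.13e-05 and 1.63e-07). In the right atrium of males *Per2* passed it (1.19e-07), and *Nr1d2* and *Hlf* did not (0.0799 and 0.00618). Collection at another time of day stays a candidate explanation, in all high-dose compartments as well, and an effect of the AHR on the clock stays open and untested. In the right atrium of females 1 library of each group has sex-linked genes opposite to its label, and this compartment and the left atrium of males hold libraries of low *Myl4*.

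Near *Ahr*, 3 of 112 genes within 20 megabases (2.68%) had an unadjusted p under 0.01 in at least 3 of the 6 *Ahr* -/- comparisons, against 10 of 13587 other genes (0.07%; two-sided Fisher's exact test, p = 0.000143). The 3 genes are *Mboat2*, higher in 6 of 6 comparisons, and *Scin* and *Zfp277*, lower in 6 of 6. In the TCDD groups 1 of 113 genes near *Ahr* passed the same limit at each dose, no more than among the other genes (Fisher's exact test, p = 1). Sequence around *Ahr* carried along from the strain of the targeted cells may explain this, and a regulation of these genes by the AHR itself was not tested.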

How the results depend on the processing

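Libraries 1 to 48 only and the removal of trends with GC content or transcript length are tests chosen only after the data were seen; the others were planned. The groups compared consist of different mice, so no paired analysis was made.

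The number of genes at an adjusted p under 0.0001 was 0 in 17 comparisons and kept this value with no filter on low counts, RLE normalization, library size only, all 4 groups in one fit, the series term and each library left out in turn. In those 17 comparisons 235 to 2613 genes had an unadjusted p under 0.05. DESeq2 gave 4 genes in the right atrium, 7 in the left atrium and 6 in the ventricles of *Ahr* -/- females, and 4, 2 and 1 in those of *Ahr* -/- males. At the high dose it gave 4 in the right atrium of females, and 11, 8 and 1 in the right atrium, left atrium and ventricles of males. At the low dose it gave 6 in the left atrium and 10 in the ventricles of females and 1 in the right atrium of males. DESeq re-implemented gave 1, 3 and 5 genes in the 3 compartments of *Ahr* -/- females, 5 in the right atrium of *Ahr* -/- males, and 1 and 4 in the right atrium of high-dose females and males. An adjusted p of 0.05 gave 3 genes in *Ahr* -/- female ventricle, and libraries 1 to 48 only gave 6 in *Ahr* -/- female left atrium, where both *Ahr* -/- libraries left, 23 and 24, have *Myl4* within the range of ventricles. The cause was not tested.

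High-dose female ventricle gave 4 genes. With RLE normalization and with library size only the number stayed within 1.5 times of this. It was 276 with no filter on low counts, 0 with all 4 groups in one fit, 1 with the series term, 721 with DESeq2, 327 with DESeq re-implemented and 3313 at an adjusted p of 0.05. Among the added settings it was 0 in libraries 1 to 48 only, 12 with the GC trend removed and 14 with the length trend removed. Leaving out 1 library gave from 0 (without the naïve library 35) to 10 (without the high-dose library 44). Fewer libraries were fitted in libraries 1 to 48 only; for the others the cause was not tested. Of the 3313 genes, DESeq2 also called 3224, library size only 2176, the fit of 4 groups 715, libraries 1 to 48 only 1579, and the removal of the length trend 1940. Leaving out 1 library kept from 1536 (without the naïve library 35) to 3049 (without the high-dose library 44) of them.

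Interactions with sex stayed at 0 genes in 9 tests under the settings planned beforehand, with 135 to 703 genes at an unadjusted p under 0.05, except that high-dose ventricle gave 480 without the high-dose male library 65. The range there was from 0 (without the naïve male library 33) to 480. With libraries 1 to 48 only, *Ahr* -/- left atrium gave 110 genes, with the same 2 libraries in it, and high-dose ventricle 519. The cause was not tested.

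Sets called by camera were called in 0 comparisons under fry and in 0 under an estimated correlation, for oxidative phosphorylation, Fig 5A, Fig 5B, mitochondrial ribosome, cytosolic ribosome, sarcomere, hypertrophy markers and AHR-induced genes alike. AHR-induced genes, called in 2 of 18, were called in 8 with no filter, 4 with the series term, 8 in libraries 1 to 48 only and 6 with the length trend removed. Fig 5A went from 14 to 9 with the length trend removed. Hypertrophy markers went from 2 to 1 with no filter, 0 in libraries 1 to 48 only and 1 with the length trend removed. Sarcomere genes went from 9 to 4 with the GC trend removed, 5 in libraries 1 to 48 only and 4 with the length trend removed. The cause was not tested.

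For oxidative phosphorylation genes picked by symbol, the median log2 fold change of the oxphos_pattern set in high-dose TCDD Ahr+/+ female ventricle, -0.00, was 0.0884 in libraries 1 to 48 only, 0.17 with the GC trend removed and 0.069 with the length trend removed. It ran from -0.0585 (without the naïve library 35) to 0.0764 (without the high-dose library 43). For genes of Fig 5B, the median log2 fold change of the fig5b set in high-dose TCDD Ahr+/+ female ventricle, 0.10, was -0.076 with library size only. Over 9 sets and 18 comparisons, library size only gave the opposite direction in 10 of 162 medians, among them Fig 5A (0.08 to -0.09) and the mitochondrial ribosome (0.17 to -0.01) in high-dose female ventricle, and 0 of 18 for oxidative phosphorylation. *Pln* turned from -0.56 to 0.12 with the GC trend removed, and the log2 fold change of Slc8a1 in high-dose TCDD Ahr+/+ female ventricle from -0.39 to 0.24 with the GC trend and 0.0496 with the length trend removed. *Ucp3* ran from -0.55 (without the high-dose library 44) to 0.0481 (without the high-dose library 43). The cause was not tested.

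Of 44 log2 fold changes of named genes, planned settings other than leaving out libraries gave 283 values with the same direction and side of the threshold, 15 weaker, 10 stronger and 0 reversed. The added settings gave 114 the same, 10 weaker, 5 stronger and 3 reversed, and leaving out 1 library 238, 20, 5 and 1. Of the set medians 98 were the same, 20 weaker, 1 stronger and 7 reversed.

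The correlation of *Ahr* -/- with high-dose effects in female ventricle, 0.66, was 0.56 with DESeq2 and 0.575 with no filter. In male ventricle DESeq2 gave 0.479 at the high dose and 0.526 at the low dose, where no filter gave 0.554. Leaving out 1 library gave, at the high dose in females, from 0.042 (high-dose library 12) to 0.599 (naïve 3) in the right atrium, from 0.524 (high-dose 28) to 0.799 (naïve 52) in the left atrium and from 0.488 (*Ahr* -/- 60) to 0.697 (naïve 54) in the ventricles. In males it gave from 0.368 (high-dose 10) to 0.646 (naïve 49), from 0.454 (*Ahr* -/- 21) to 0.772 (naïve 18) and from 0.47 (high-dose 41) to 0.838 (naïve 53). At the low dose the ranges in females were from 0.302 (low-dose 15) to 0.757 (naïve 50), from 0.511 (low-dose 32) to 0.781 (naïve 52) and from 0.341 (low-dose 72) to 0.642 (low-dose 47). In males they were from 0.275 (low-dose 14) to 0.662 (naïve 49), from 0.244 (low-dose 69) to 0.661 (naïve 18) and from 0.538 (low-dose 45) to 0.83 (naïve 53). The correlation with Fig 5B ran from -0.998 (without naïve 35) to -0.982 (without high-dose 66). The cause was not tested.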

Differences from the paper's values

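No test was chosen for these differences, and all numbers for Fig 2F are the paper's, read by eye. For *Ahr* -/- females the paper's Fig 2F gives about 14 genes in the right atrium, about 17 in the left atrium and about 16 in the ventricles, and the value here was 0 in each at an adjusted p under 0.0001. For *Ahr* -/- males the paper's figure gives about 10, about 1 and about 1, against 0 in each. For high-dose females it gives about 6 in the right atrium, about 2 in the left atrium and about 3200 in the ventricles, against 0, 0 and 4. For high-dose males it gives about 16 in the right atrium and about 11 in the left atrium, against 0 and 0. For low-dose females it gives about 160 in the left atrium and about 92 in the ventricles, against 0 and 0, and for low-dose males about 3 in the right atrium, against 0. In the 17 comparisons with 0 genes here, 235 to 2613 genes had an unadjusted p under 0.05.

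Among the alternatives set before the data were examined, an adjusted p of 0.05 gave 3313 genes in high-dose female ventricle, within 1.5 times of the paper's number. DESeq2 at 0.0001 gave 4 genes in high-dose female right atrium, 11 in high-dose male right atrium, 8 in high-dose male left atrium and 1 in *Ahr* -/- male ventricle, also within 1.5 times. In the other comparisons, *Ahr* -/- female right atrium, left atrium and ventricle, high-dose female left atrium, low-dose female left atrium and ventricle, *Ahr* -/- male right and left atrium and low-dose male right atrium, none of them closed the gap.

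For *Hand2*, the paper's text gives a decrease of 2 to 2.5 times in high- and low-dose females. Here naïve over exposed ventricles was 0.52 at the high dose and 0.769 at the low dose, that is, higher in exposed mice, and none of the alternatives set before the data were examined closed the gap. Exposed over naïve, the ratios of mean CPM were 1.73 and 1.17. The paper's text states its value as a fold decrease in expression. The scale of Fig 3B is not named, so the drawn value need not be a ratio of counts. The paper's text also states a decrease of miR-155, whose gene has 4 counts in 1 library here.

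The directions drawn in Fig 5B are opposite to those here in 68 of 68 genes, and after a change of sign the values differ by a median of 0.007. The paper states changes in its calcium panel for *Slc8a2*, *Ryr2* and *Pln* alone. Here *Rcan1* also passed 0.05 in high-dose female ventricle (log2 fold change 0.70). *Slc8a2* passed 0.05 under none of the settings run in *Ahr* -/- or high-dose female ventricle. *Nkx2-5* passed at the high dose. In *Ahr* -/- female ventricle it passed only without the *Ahr* -/- library 39, and at the low dose with DESeq2 (0.90). *Col5a3* did not pass in high-dose female ventricle (1.33), but did with the series term (1.63), without the naïve library 54 (2.39) and, a setting chosen after seeing the values, with libraries 1 to 48 only (2.21). *Nppa* passed there under none of the settings run. *Cox14* and *Mrpl12* passed at the high dose. At the low dose they passed only with no filter on low counts, with DESeq2 or without the low-dose library 48. *Ryr2* passed in high-dose female ventricle. It did not in high-dose male ventricle (-0.82) or in the left atrium of *Ahr* -/- females (-0.58), except with libraries 1 to 48 only (-0.87 and -0.80), a setting chosen after seeing the values. In the left atrium of high-dose females, high-dose males and low-dose females it passed under none of the settings run. The bar of *Slc8a2* in high-dose male ventricle is about 1.0 in Fig 4B, read by eye, and the ratio of mean CPM is 2.36.

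For the genes of Fig 5 the paper states that *Ahr* -/- females and males gave nothing similar. Here limma's camera test called the Fig 5B genes in the ventricles of *Ahr* -/- males (median 0.47), high-dose males (0.53) and low-dose males (0.61), though fry and an estimated correlation called them in none of these.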

Other observations

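The tests of the signs of Fig 5B, of Fig 6, of the genes shared after GC removal and of the splits were chosen only after the results were seen; the tests of GC content, length, depth and brown fat were not.

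In high-dose female ventricle the 3313 genes at an adjusted p under 0.05 were weighed against technical explanations. Total counts were 16736666 to 22766865 in high-dose and 12536847 to 18144457 in naïve libraries. With all 6 libraries thinned to the smallest total, 3231 genes were called, which argues against depth. With a trend with transcript length removed 2309 were called, within 1.5 times, which argues against length as the whole cause. Log2 fold changes followed GC content across genes (Spearman's rho 0.505; genes are not independent replicates). With the GC trend removed 1536 genes were called, fewer than the limit set in advance, so GC content of the transcripts may account for part of the number. It was not the whole, since 1107 genes were called with and without the trend, though the limit for that comparison was set after the numbers were seen. Of the 27 genes of Fig 5B called, 14 were still called with the same sign after GC removal, which argues against GC content as the whole cause for those 14. For the rest of the 27 GC content is not excluded. After length removal 21 were still called. The exposure itself stays open. Of the 10 splits of the 6 libraries, 1, the real one, gave as many genes at 0.05 and 1 as many at 0.0001, and each of the other 9 gave 0 at both. In *Ahr* -/- female ventricle 1 of the 10 splits gave as many as 3 genes at 0.05, and the other 9 gave 0. Simulated libraries with no gene changed gave 0 calls as well, which argues against noise between libraries as modelled. A hidden difference between the libraries that falls on the real split by chance is not excluded, since the share of 10 splits is never under 0.1. For the 17 comparisons with 0 genes at 0.0001, 10 of the 10 splits gave as many, as any split must, so the splits decide nothing there.

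Over the 18 comparisons, rho with GC content ran from 0.0921 to 0.528 and with transcript length from -0.475 to -0.0682, always of the same sign. Oxidative phosphorylation genes were called in 15 comparisons, 13 higher and 2 lower. They were called in 15 with the GC trend removed and in 11 with the length trend removed, which argues against both as the whole cause. The 2 lower were the right atrium of *Ahr* -/- females (-0.44, with the naïve library 4 of low *Myl4*) and the ventricles of *Ahr* -/- females (-0.18). In female ventricles 4 (*Ahr* -/-), 9 (high dose) and 2 (low dose) of the 10 splits gave a shift as large, and in male ventricles 2, 4 and 3. Chance and the groups cannot be told apart for these shifts, since other splits gave shifts as large and 10 splits cannot give a share under 0.1. Sex-by-group interactions gave 0 genes in 9 tests, with 135 to 703 at an unadjusted p under 0.05, and 25 of 25 splits gave as many as 0, as any split must. By the unadjusted count, 10, 21 and 25 of the 25 splits gave as many in the right atrium (*Ahr* -/-, high dose, low dose), 17, 19 and 23 in the left atrium and 19, 16 and 22 in the ventricles. Another split gave up to 1760 genes in high-dose ventricle.

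The signs of Fig 5B are opposite to the counts in 68 of 68 genes, with a slope of -1.004 across genes, which are not independent replicates. If naïve and high-dose labels had been exchanged in the table, the genes of Fig 4A to 4D would be reversed too. The drawn direction was found for 4 of 4 of them, which argues against an exchange. A ratio drawn as naïve over high-dose TCDD is consistent with the slope. The bars of Fig 6, which the paper describes as qRT-PCR, differed from ratios of mean CPM by a median of 0.019 on the log2 scale, with 46 of 46 within 0.1. All were read by eye after values from the counts had been seen, so this small difference is not a blind result. All 46 bars were read by eye after the counts had been examined, so this match is not blind. A figure drawn from the sequencing counts is a candidate explanation, and measurement of the same RNA by both assays was not tested. For Fig 4, 23 of 24 bars were within 0.1, most of them also read after the data were examined.

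*Ucp1* was above 10 CPM in 19 libraries, below 1 CPM in 51, and 610 CPM at most. The 3 labelled ventricle are 53, 65 and 71 (256, 307 and 51.0 CPM), all with sex-linked genes opposite to their label and *Myl4* above the ventricles of libraries 1 to 48. No other library labelled ventricle was above 10 CPM. Brown fat in the dissected tissue would bring *Cidea* and *Elovl3* along. Across the 48 libraries labelled atrium, *Cidea* rose with *Ucp1* (r = 0.857, rho = 0.754, permutation p = 1e-05 for both, the smallest they can give; r = 0.829 without the 2 farthest libraries). *Elovl3* did so with r = 0.753 (permutation p = 1e-05) and rho = 0.566 (permutation p = 6e-05), and r = 0.736 without the 2 farthest. Within libraries 1 to 48, rho was 0.715 and 0.437 (permutation p = 1e-05 and 0.0132), and within libraries 49 to 72 it was 0.87 and 0.793 (permutation p = 5e-05 and 0.00046). Adjusted over the 12 relations, the p-values ran from 2e-05 to 0.0132 (permutation tests). Right and left atria come from the same hearts, which the permutations do not allow for, so these p-values may be too small. Brown fat beside the atria is a candidate source of *Ucp1* in these libraries; a regulation in the heart was not tested.

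Sums of other marker lists varied between libraries. Adipocyte genes had a median of 18.3 CPM and a highest value of 2098 CPM (library 7). Lung genes had 0 and 2169 CPM (library 15), blood genes 4720 and 48085 CPM (library 51), B cell genes 2.59 and 61.8 CPM (library 7) and T cell genes 2.93 and 450 CPM (library 64). Skeletal muscle genes had 14.1 and 30.9 CPM (library 29), smooth muscle genes 298 and 3780 CPM (library 65), and immediate early genes 132 and 641 CPM (library 30). Groups did not overlap in 2, 0, 0, 2, 1, 1, 1 and 3 of the 18 comparisons, in this order of lists, where chance gives 10%. In high-dose and naïve female ventricle the mean sums were 0.88 and 4.88 CPM for adipocytes and 6020 and 5790 CPM for blood.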
